# A novel chromatin-remodeling complex variant, dcPBAF, is involved in maintaining transcription in differentiated neurons

**DOI:** 10.3389/fcell.2023.1271598

**Published:** 2023-11-14

**Authors:** Nataliya V. Soshnikova, Asya M. Azieva, Nataliya S. Klimenko, Alvina I. Khamidullina, Alexey V. Feoktistov, Andrey A. Sheynov, Alexander V. Brechalov, Victor V. Tatarskiy, Sofia G. Georgieva

**Keywords:** neuronal differentiation, PHF10A, PHF10D, chromatin remodeling, PBAF complex, dcPBAF, PHF10 isoforms, double PHD finger domain

## Abstract

The Polybromo-associated BAF (BRG1- or BRM-associated factors) (PBAF) chromatin-remodeling complex is essential for transcription in mammalian cells. In this study, we describe a novel variant of the PBAF complex from differentiated neuronal cells, called dcPBAF, that differs from the canonical PBAF existing in proliferating neuroblasts. We describe that in differentiated adult neurons, a specific subunit of PBAF, PHF10, is replaced by a PHF10 isoform that lacks N- and C-terminal domains (called PHF10D). In addition, dcPBAF does not contain the canonical BRD7 subunit. dcPBAF binds promoters of the actively transcribed neuron-specific and housekeeping genes in terminally differentiated neurons of adult mice. Furthermore, in differentiated human neuronal cells, PHF10D-containing dcPBAF maintains a high transcriptional level at several neuron-specific genes.

## Introduction

Two evolutionarily conserved subfamilies of the SWI/SNF type chromatin-remodeling complexes, PBAF and BAF, play comprehensive and diverse roles in the transcriptional regulation of metazoans, which are being involved in transcription, development, and differentiation (Wu, 2012). These complexes contain common subunits, namely, the mutually exclusive ATPases (BRG1 or BRM), other common core subunits, and complex-specific subunits: the BAF complex contains BAF250 and DPF1,2,3, whereas the PBAF complex contains BAF200, BAF180, and PHF10/BAF45a (Centore et al., 2020). These two subfamilies also differ in their functions (Hodges et al., 2016).

Metazoan BAF and PBAF complexes were purified by conventional chromatographic methods from proliferating cells, including *Drosophila* embryos and mammalian cell cultures (Xue et al., 2000; Yan et al., 2005; Vorobyeva et al., 2009). In addition, several types of non-canonical BAF complexes, which differ in subunit composition from PBAF and control specific sets of genes, were described in mice. They are the mouse nPBAF, which are essential for the proliferation of stem/progenitor cells of mammalian CNS (Lessard et al., 2007), and the esBAF, which is a murine embryonic stem cell (ESC) chromatin-remodeling complex, which maintains the pluripotent state of ESCs (Ho et al., 2009). Moreover, the small non-canonical GBAF complex regulates naive pluripotency in mouse ESCs (Gatchalian et al., 2018). BAF subunits specific for differentiated cells, in particular neuron-specific BAF subunits, have also been described (Vogel-Ciernia et al., 2013; Sokpor et al., 2017). Nevertheless, all of these canonical and non-canonical complexes were purified from proliferating precursors, whereas SWI/SNF-type complexes from differentiated cells have not yet been purified.

PHF10 is a specific subunit of the mammalian and *Drosophila* PBAF chromatin-remodeling complex (Chalkley et al., 2008; Vorobyeva et al., 2009; Brechalov et al., 2014). The mouse knockout of PHF10 and mutations of the PHF10 homolog-encoding gene in *Drosophila* are embryonic lethal (Shidlovskii et al., 2005; Krasteva et al., 2017). It was recently shown that PHF10 cooperates with MYC in the transcriptional activation of genes responsible for proliferation (Soshnikova et al., 2021).

PHF10 together with two other PBAF-specific subunits, BRD7 and PBRM1, forms a histone N-tail recognition submodule unique to PBAF (Yuan et al., 2022). BRD7 and PBRM1 contain bromodomains (BDs) which bind acetylated lysine residues on histones, whereas PHF10 contains the C-terminal double PHD finger (DPF) domain. The PHD domains of DPF are tandemly organized in a face‐to‐back manner in a single structure that interacts with histone N‐termini differently from a single PHD (Local et al., 2018; Soshnikova et al., 2020; Chugunov et al., 2021).

Previously, we have found that mouse and human PHF10 have four isoforms which arise as a result of transcription from two alternative promoters and the existence of two different transcription termination sites. PHF10 isoforms alternatively incorporate into the PBAF complex (Brechalov et al., 2014). Of them, PHF10A and PHF10D isoforms appear to be the most functionally important, as they have been shown to maintain transcription in mammalian cells of the opposite differentiation status. The DPF-containing isoform PHF10A, also described as BAF45a, is required for the proliferation of mouse neural progenitors (Lessard et al., 2007), the maintenance of adult mouse hematopoietic stem cells (Krasteva et al., 2017), and the proliferation of human myeloid progenitors (Viryasova et al., 2019). The PHF10D isoform lacks DPF and 46 N-terminal amino acids, is the only PHF10 isoform present in differentiated mature human neutrophils, and is responsible for maintaining the transcription of neutrophil-specific genes (Viryasova et al., 2019).

Here, we studied the composition and function of the PBAF complex and its PHF10A and PHF10D subunit variants in postnatal mammalian brain development. We have found that PHF10 is highly expressed in neurons but not in other cells of the adult mouse brain. We further purified the neuron-specific PBAF complex from newborn and adult mice using chromatographic and immunoaffinity approaches. We identified a novel variant of the PBAF complex specific for differentiated neuronal cells (hereafter called dcPBAF), which replaces the canonical PBAF complex in adult mouse neurons. dcPBAF lacks the canonical BRD7 and PHF10A subunits but contains a PHF10D subunit. The expression of PHF10A, which is dominant in the neurons of the postnatal mouse brain, dropped down following the transition from the proliferative to the differentiation stage. At the same stage, the expression of PHF10D increased, and it became the only PHF10 isoform present in the terminally differentiated neurons of 4-month-old adult mice (P120). dcPBAF associates with promoters of actively transcribed housekeeping and neuron-specific genes. Moreover, we found that in human differentiated neurons, the PHF10D isoform is also dominantly expressed. This isoform replaces PHF10A isoforms upon the commencement of differentiation in SH-SY5Y immortalized human neuroblastoma cells and maintains transcription of the genes specific for differentiated neurons.

## Results

### The distinct type of the PBAF complex which contains the PHF10D isoform becomes dominant in differentiated neurons

Mouse and human PHF10 have a DPF-containing isoform and an isoform that lacks DPF (Brechalov et al., 2014; Chugunov et al., 2021). In addition, both isoforms have a truncated version without 46 N-terminal amino acids. In this study, PHF10 isoforms are designated as A, B, C, and D (Figure 1A; Supplementary Figure S1,S2; Supplementary Table S1). Here, we aimed to purify and compare PBAF from newborn and adult mouse neurons and to study PHF10A and PHF10D in PBAF at different stages of the postnatal development of the mammalian brain. The analysis of the database presented in Yao et al. (2021) has shown that the PHF10 transcription level was high in various types of neurons but was undetectable in other cells of the adult mouse brain (Figure 1B). Thus, antibodies against PHF10 were used to purify the PBAF-type complexes from the newborn (P1) and adult (P56) whole brain nuclear extracts. To eliminate the non-specifically associated proteins, the extracts were fractionated on mono S cation exchange and Superose 6 gel filtration columns, and only fractions containing the PBAF subunits were used in further purification steps (Figures 2A,B). The PBAF subunits were eluted from the mono S column as a wide peak (300 mM-1M NaCl) with an apex of approximately 350 mM NaCl during fractionation of the P1 extract (Figure 2A). Unexpectedly, we observed an additional minor peak of PBAF that was eluted with lower salt fractions, corresponding to 200–300 mM NaCl. The P56 fractions also contained two distinct peaks of PBAF, but in this case, the peak corresponding to the low-salt PBAF strongly prevailed (Figure 2A). The second peak was readily seen when fractions were stained with the antibodies against PBAF-specific subunits, PHF10 or BAF200. It can also be seen by the migration profiles of BRG1 or BAF155, although they do not give such a clear picture, as BRG1 and BAF155 are also the components of BAF (the BAF profile was indicated by its specific BAF250a subunit).

**FIGURE 1:**
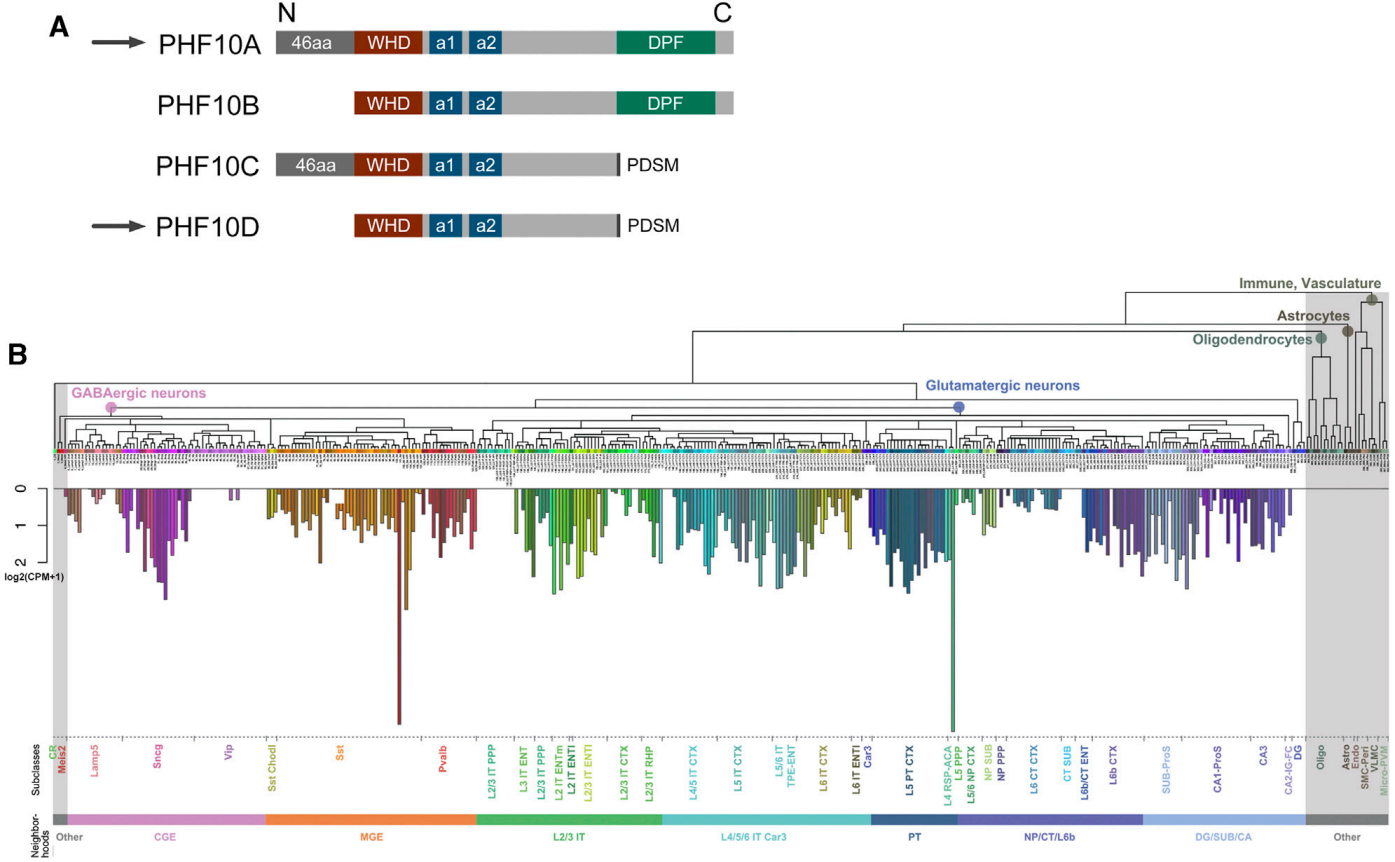
**(A)** Schematic representation of human and mouse PHF10 isoforms. **(A)** Schematic representation of PHF10 protein isoforms. All isoforms contain WHD (dark red box), alpha-1 (a1), and alpha-2 (a2) (dark blue boxes) structured domains. The PHF10A isoform contains a C-terminal DPF (dark green boxes) and 46 N-terminal amino acids. PHF10B is identical to PHF10A but lacks the N-terminal amino acids. PHF10C and PHF10D isoforms also differ from each other in the presence of N-terminal amino acids. Black rectangles indicate the C-terminal phosphorylation-dependent sumoylation motif (PDSM) which is present in PHF10C and PHF10D. PHF10A and PHF10D isoforms that are the subject of this study are indicated by arrows. In our previous studies, PHF10A, B, C, and D isoforms were designated as PHF10-Pl, PHF10-Ps, PHF10-Sl, and PHF10-Ss, respectively. **(B)** Mean expression of PHF10 in different cell types of isocortex and hippocampal formation. Non-neuronal cells are highlighted in gray. A more detailed description of different brain parts, cell types, and characterization can be found at https://doi.org/10.1016/j.cell.2021.04.021.

**FIGURE 2:**
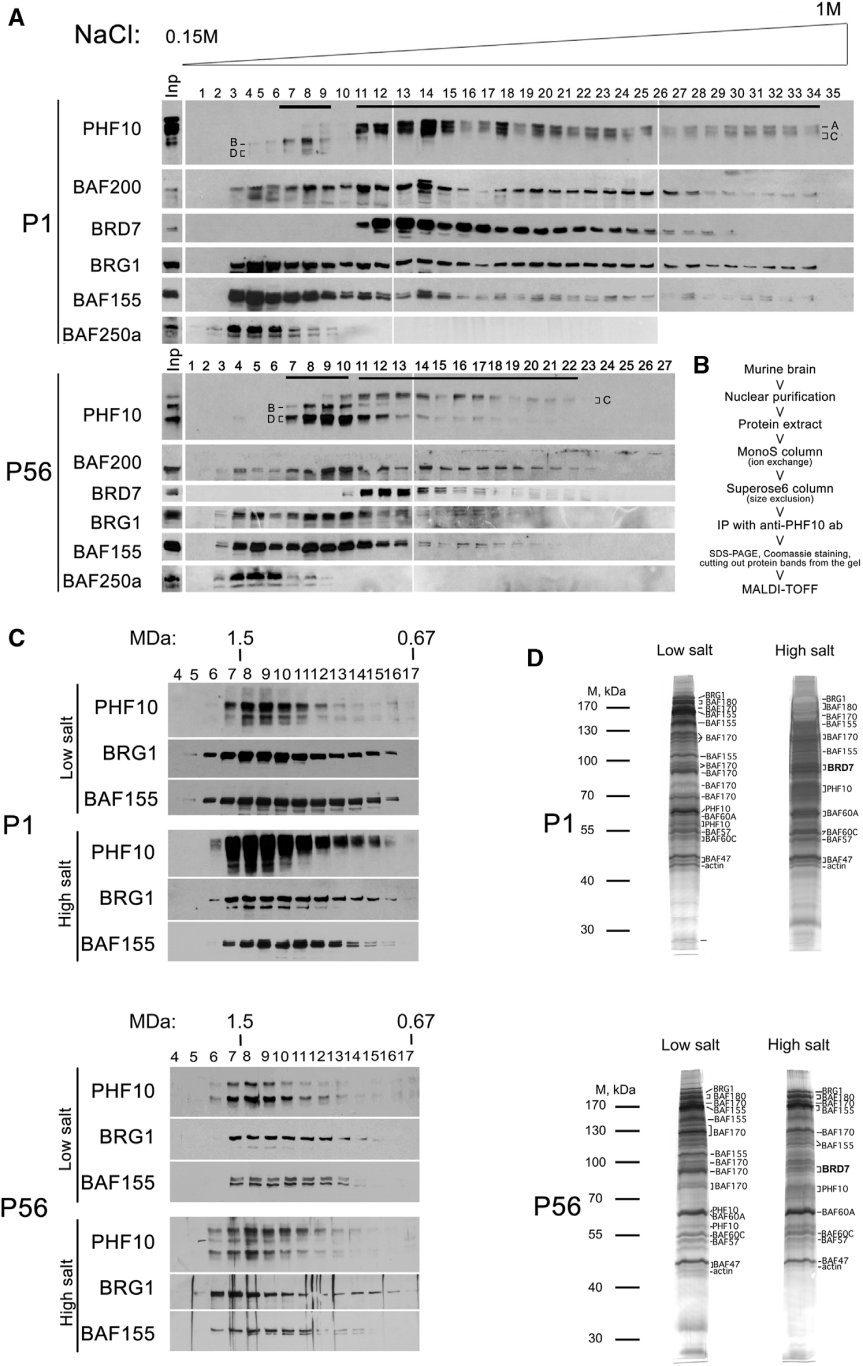
Purification of PBAF-type complexes from the P1 and P56 nuclear brain extracts. **(A)** Western blot analysis of the MonoS fractions with antibodies against different PBAF subunits. Nuclear extracts were purified from the P1 or P56 brain extracts, loaded into the MonoS cation exchange column, and eluted by a buffer containing an increasing gradient of NaCl (concentration is indicated). The proteins of each fraction were resolved *via* SDS-PAGE and analyzed for PBAF subunits. Input (Inp) is shown on the left. PHF10 isoforms are indicated. **(B)** Flowchart of the purification of the PBAF complex. **(C)** Size-exclusion chromatography of PBAF migrating in low- and high-salt MonoS fractions. The MonoS fractions containing either high- or low-salt complex (indicated by black lines on Panel 2A) were collected and loaded on the Superose 6 gel-filtration column. The proteins from Superose 6 fractions were resolved *via* SDS-PAGE and analyzed for the presence of PBAF subunits by corresponding antibodies (indicated). **(D)** Fractionation of PBAF complexes purified from the P1 and P56 extracts *via* SDS-PAGE. The PBAF-containing Superose 6 fractions from each purification were collected, and PBAF complexes were immunoprecipitated with antibodies against PHF10 bound to protein A Sepharose. The immunoprecipitates were washed and eluted from the antibodies (protein A Sepharose) using 0.1M Gly at pH = 2.5. The precipitated proteins were resolved *via* SDS-PAGE, visualized by Coomassie or silver staining, and subjected to identification as determined by trypsin digestion and MALDI-TOF analysis. The elution profiles of PBAF subunits characterized by immunoblotting after each fractionation have shown that the PBAF-type complexes kept their integrity during fractionation. The presence of BAF200 in each of the purified complexes was confirmed by Western blot.

We also found that in both extracts (P1 and P56), the BRD7 subunit co-migrated with the high-salt peak, suggesting its association only with PBAF present in these fractions. Staining with antibodies against PHF10 indicated that PHF10A and PHF10D were associated with different peaks. PHF10A migrated with the high-salt peak, whereas PHF10B migrated with the low-salt peak. PHF10B and PHF10C were present in the high- and low-salt peaks, respectively. Significantly, PHF10D was dominant in the low-salt peak in the P56 extract. These results suggest the existence of a distinct type of the PBAF complex that mostly replaces canonical PBAF in differentiated neurons. We further refer to it as dcPBAF, the differentiated cell PBAF, to distinguish it from the canonical PBAF complex.

### dcPBAF does not contain BRD7

Next, the MonoS fractions from P1 and P56 extracts containing PBAF or dcPBAF were collected and fractionated on a Superose 6 size exclusion column (Figure 2C). The PBAF subunits migrated in the same Superose 6 fractions of molecular weight of approximately 1.4 MDa, which correlated with the known molecular weight of PBAF (Leschziner et al., 2005). Next, PBAF-containing fractions were collected, and the whole complex was precipitated from each pool of fractions using antibodies against PHF10, covalently bound to the resin. The precipitated proteins were eluted from the antibody-resin column, resolved on SDS-PAGE, and stained with Coomassie (Figure 2D).

The strongest Coomassie-stained bands were cut out from the gel, and the proteins were identified by the MALDI-TOF MS, which indicated that they contained mostly PBAF subunits (Supplementary Table S2). PBAF purified from P1 and P56 extracts had identical protein content, including BRG1, BAF180, BAF170, BAF155, BAF60, BAF57, BAF47, PHF10, b-actin, and BRD7 subunits that corresponded to the established protein content of PBAF (Mashtalir et al., 2018). dcPBAF purified from the P1 and P56 extracts differed from PBAF due to the absence of the BRD7 subunit.

The identified interactions were confirmed in co-immunoprecipitation experiments (Supplementary Figure S3). We have found that antibodies against PHF10 co-precipitate BRD7 from the P1 extract, which contains mostly the canonical PBAF complex. However, from the P56 extract, which contains mostly dcPBAF, the antibodies against PHF10 did not co-precipitate BRD7. These results were confirmed by reciprocal precipitation with antibodies against BRD7. As previously described, it was shown that BAF180/PBRM1 requires BRD7 and BAF200/ARID2 for association with PBAF (Mashtalir et al., 2018). We verified the association of these subunits with dcPBAF by co-immunoprecipitation (Supplementary Figure S4). The results demonstrate that BAF180/PBRM1 remains to be associated with dcPBAF in the absence of BRD7.

In summary, our results demonstrated that dcPBAF differs from canonical PBAF in proliferating cells due to the absence of the BRD7 subunit and the presence of the PHF10D isoform.

### The PHF10D isoform replaces PHF10A upon the start of the mouse neuroblast differentiation program and becomes the only PHF10 isoform present in the terminally differentiated neurons

We further analyzed the PHF10 expression of PHF10A and PHF10D at different stages of brain development. The Northern blot analysis has shown that the *PHF10A* transcript was dominant at the embryonic and early postnatal (P1-P7) stages but nearly completely disappeared between 7 and 23 days (Figure 3A). At the same time interval, the level of the *PHF10D* encoding transcript started to increase, and it became dominant at the later stage (P56). This result was confirmed by qPCR (Supplementary Figure S5). In line with data on transcription analysis, the Western blot indicated a significant difference in the PHF10A and PHF10D isoform expression patterns between P1 and P56 (post-natal days 1 and 56) stages (Figures 3B,C). PHF10A disappeared around 21 days of development; its expression correlates with that of doublecortin (DCX), which is the marker of young, immature neurons, indicating that PHF10 isoform switching is likely linked to neuronal maturation (Di Bella et al., 2021). PHF10D became dominant at P56, and it remained the only PHF10 isoform present at P120, which corresponds to complete neuron maturation (Hammelrath et al., 2016) (Figure 3C).

**FIGURE 3:**
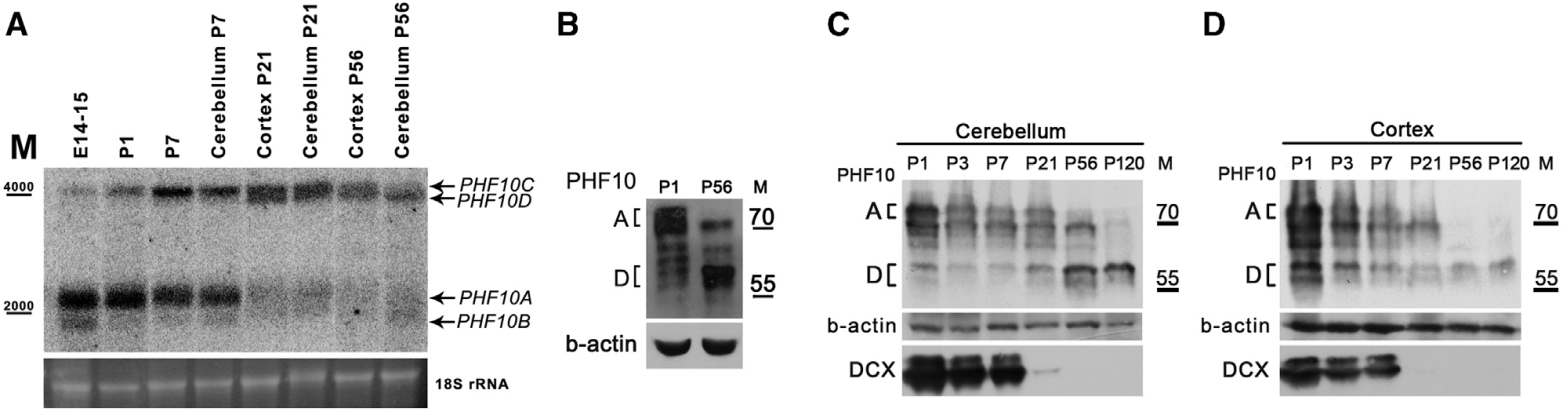
The PHF10D isoform is dominant in brain neurons of adult mice. **(A)** Northern blot analysis of PHF10 transcripts at different stages of mouse brain development. polyA RNA was purified from the whole brain extract, cortex, or cerebellum. 18S ribosomal RNA which remained in samples was used as the loading control. **(B)** and **(C)** Western Blots demonstrate the expression of PHF10A and PHF10D isoforms (indicated) at P1 and P56 stages of postnatal brain development. **(D)** Western blot demonstrating the expression of PHF10A and PHF10D isoforms (indicated) in the cerebellum and cortex at different stages of postnatal brain development. DCX was used as a marker of the exit of neurons from active divisions and b-actin as loading. It should be noted that only PHF10D remained in the completely mature neurons (p120).

### dcPBAF localizes at the promoters of actively transcribed housekeeping and neuron-specific genes in P120 neurons

The role of PHF10A/BAF45 and the PBAF complex in the control of genes responsible for the proliferation of neural cell progenitors was shown before (Lessard et al., 2007). In this study, we aimed to characterize the genes under the control of the PHF10D and dcPBAF complex. We analyzed the genome-wide distribution of dcPBAF in neurons of adults (P120) by chromatin immunoprecipitation-coupled sequencing (ChIP-seq) using antibodies against PHF10. 

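The ChIP-seq experiment comprised 2 PHF10 immunoprecipitations and 1 pre-immune IgG control, each made from brain chromatin of mice aged 120 days. The paper's methods name whole brain, and the sample labels name brain, which does not exclude cerebellum. The description deposited with the series and the names of the peaks point to cerebellum, and the description also gives a younger age. The values below are reported as whole brain after the paper, and as P120 after the paper and the sample labels. The authors aligned single-end reads to mm10, kept the reads that aligned to 1 place, removed PCR duplicates and called peaks in each replicate separately with MACS2 against the IgG control, with reads extended to 200 bp and peaks in blacklisted regions discarded. They deposited 1 list of peaks per PHF10 replicate, in which each peak has its position, its summit, a score, a fold enrichment over the IgG background and −log10 of the p and q values from MACS2. A read file or coverage track of the PHF10 samples or of the IgG control was not used here.
Replicate 1 had 251 peaks with a median width of 245 bp (200 to 632 bp), and replicate 2 had 141 peaks with a median width of 240 bp (200 to 704 bp). The median fold enrichment was 5.85 in replicate 1 and 6.18 in replicate 2. The smallest −log10 p was 5.08 in replicate 1 and 5.27 in replicate 2, and the q value was above 0.05 for 6 peaks of replicate 1 and 1 peak of replicate 2.
The paper gives an approximate number of reads per sample, and the lists hold no read counts, so that the depth after the removal of duplicates is known only in relative terms. The fold and the p value of a peak together fix a whole number of fragments at its summit, which could be solved for all 251 peaks of replicate 1 and all 141 peaks of replicate 2. The depth of the PHF10 library relative to the IgG library was 1.38 in replicate 1 and 1.14 in replicate 2. A median of 22 fragments covered the summits of replicate 1 (smallest, 15) and a median of 20 those of replicate 2 (smallest, 13), against a genome-wide IgG background of 1.85 fragments. The highest number at a nuclear summit was 66 in replicate 1 and 56 in replicate 2. These numbers set the precision of each fold, for counting error only.
Peaks of both replicates were pooled and merged where they shared at least 1 bp, as in the paper, which gave 303 sites with a median width of 251 bp. Of these, 301 lay on nuclear chromosomes and 2 on the mitochondrial genome. Both replicates had a peak at 89 sites, only replicate 1 at 162 and only replicate 2 at 52. Without replicate 1, the number of sites fell to 141. Positions were compared with the TSSs of 141767 transcripts of 55450 genes in GENCODE M21.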

The chromatin was prepared from the brains of the P120 animals because at this stage, differentiated neurons contain only the dcPBAF complex, as can be seen by the high expression level of the PHF10D isoform which is a marker of dcPBAF (Figure 3C).

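Of the 303 merged PHF10 sites, 270 overlapped a promoter region (±200 bp from a TSS of any annotated transcript), which is 89.1% (95% Wilson interval, 85.1% to 92.1%). Random sets were drawn for the 301 nuclear sites only, of which 269 overlapped a promoter (89.4%). Sites of these widths placed uniformly along all nuclear chromosomes, assembly gaps included, overlapped a promoter in 2.21% of cases (SD 0.846 between random sets). With each site kept on its own chromosome and gaps left out, the value was 2.50%. No random set reached the observed share (one-sided permutation test, p = 1e-05, the smallest that 100000 draws can give). Among the 89 sites with a peak in both replicates, 82 overlapped a promoter (92.1%). The remaining 33 sites fell in introns (11 sites, 3.63%), UTRs (5 sites, 1.65%), other exons (4 sites, 1.32%) and intergenic regions (13 sites, 4.29%). The share changed most with a promoter region of ±1000 bp, to 95.4%, against 6.58% of random sites. It was lowest, at 83.2%, when only the TSSs of protein-coding genes were counted or when the summit itself had to lie in the promoter region. On nuclear chromosomes, the median distance from the summit to the nearest TSS was 50 bp, and 213 of the 301 summits (70.8%) lay within 100 bp of a TSS.
The promoter sites belonged to 331 genes, of which 276 were protein-coding, and 61 sites touched the promoters of at least 2 genes. The 331 genes include the mitochondrial tRNA genes mt-Tp and mt-Tt, counted through a site on the mitochondrial genome. Without replicate 1 the number of genes was 151, and without replicate 2 it was 275. The 5 sites with the highest mean fold among those called in both replicates were all promoter sites. The highest, on chromosome 11 from 69758148 to 69758806, covered the promoter of Polr2a, which encodes the largest subunit of RNA polymerase II, with a fold of 15.2 ± 2.74 (SD, n = 2) and a summit 61 bp downstream of the TSS. The next lay at Gm22068, an snRNA gene on chromosome 11 (87426633 to 87427093, fold 13.7 ± 0.824), where 80.1% of the 100-bp stretches occur once in the genome. The others included Malat1 on chromosome 19 (5802443 to 5802831, 12.7 ± 1.88) and Tob1 on chromosome 11 (94211319 to 94211677, 10.6 ± 4.12).

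**Figure D1:**
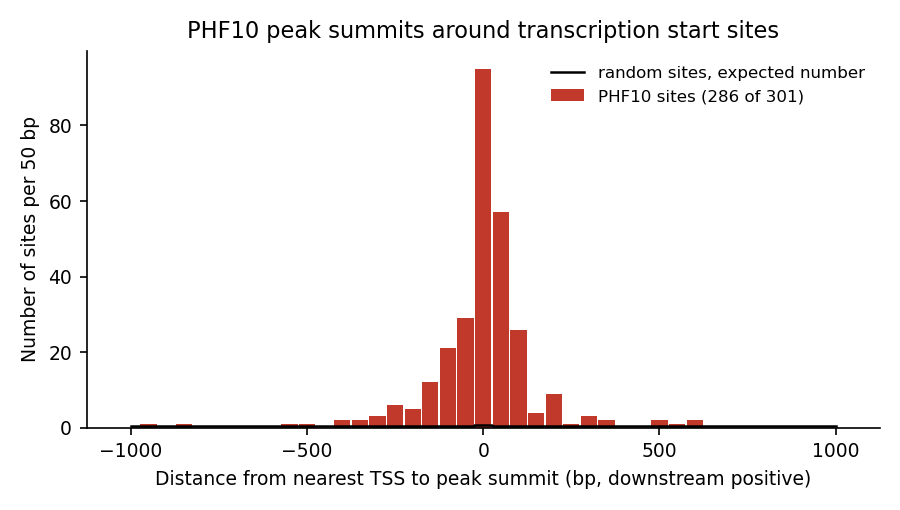
Number of nuclear PHF10 sites (vertical axis) by the distance in bp from the summit to the nearest TSS (horizontal axis, bins of 50 bp, negative values upstream), with the mean of the randomly placed sites as a line. The bin centred on the TSS held 95 sites, against 0.659 for random sites, and 286 of the 301 summits lay within the range drawn.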

The analysis of the ChIP-seq results has shown that 88% (265 out of 301) of the identified PHF10D peaks overlapped with promoter regions of genes (+/-200 bp from the transcription start sites) (Figures 4A,B; Supplementary Figure S6,S7). The analysis of Mouse ENCODE data (Shen et al., 2012) has shown that PHF10D-occupied genes had a significantly higher expression level in the differentiated brain than the average (Mann–Whitney test *p*-value = 2 × 10^−16^, Figure 4C). Thus, PHF10D-containing dcPBAF is associated with actively transcribed genes. In addition, H3K4me3 and H3K27ac histone marks associated with active transcription were enriched around the PHF10D binding sites (Figure 4D), which was shown by the analysis of data on H3K4me3 and H3K27ac mark distribution on cis-regulatory sequences of the brain of adult mice (Shen et al., 2012).

**FIGURE 4:**
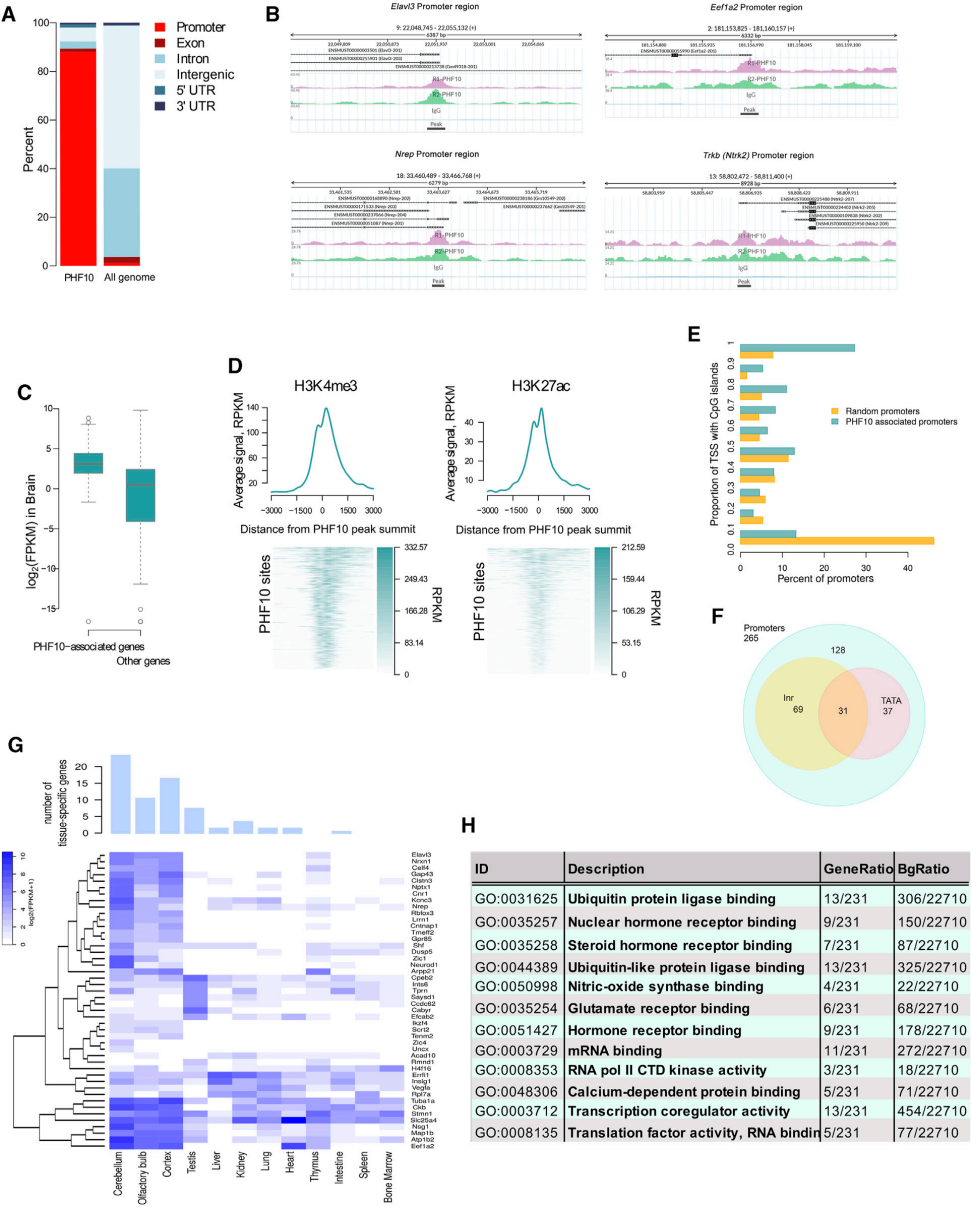
PHF10D-binding sites in the adult brain are associated with promoters of highly expressed genes. **(A)** Distribution of genomic elements in PHF10D-binding sites and in random sites distributed uniformly along the genome (N = 301). **(B)** Sequencing alignment tracks of PHF10 ChIP-seq on promoters of *Elavl3*, *Eef1a2*, *Nrep*, and *Trkb* genes; black bars depict the so-called peaks. **(C)** Average expression of genes with PHF10-binding sites in promoter regions (±200 bps from TSS) in the adult brain (Shen et al., 2012) (N = 238 genes for which the expression data were provided out of 265 PHF10-dependent genes). **(D)** Average H3K4me3 and H3K27ac ChIP-Seq signal in the mouse brain (Shen et al., 2012) in the region + -3 kb from the PHF10 peak summits. On the heatmaps, the PHF10D-binding sites are ranked according to the average value of the PHF10 signal (N = 301). The regions were oriented in such a way that the gene whose promoter is closest to the protein site has a direction from the 3′ to 5′ end. **(E)** Distribution of the proportion of TSS intersecting with CpG islands per promoter for the PHF10-dependent genes and a random gene set. The percentage of TSS containing CpG islands at the PHF10D-occupied promoters significantly exceeded that for the randomly selected promoters (Mann–Whitney test *p*-value = 2×10^-16^, panel 4D). **(F)** Numbers of PHF10-dependent genes with TATA-box and Inr elements. **(G)** Tissue-specific genes with the PHF10-dependent promoters (see Methods) (N = 46). The bar plot shows the numbers of tissue-specific genes for different tissues. The heatmap represents gene expression data (Shen et al., 2012) in different tissues. The embryonic tissues were excluded from the visualization. **(H)** Results of GO enrichment analysis for genes with PHF10 binding sites in the promoter regions (N = 254 genes for which there exists Entrez Gene ID out of 265 PHF10-dependent genes).

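Core promoter elements were searched for in the mm10 sequence at every annotated TSS of the 276 bound protein-coding genes, since the promoter database that the authors used was not used here. A TATA-box motif (TATAWA, 35 to 20 bp upstream of a TSS) occurred at 32 bound genes, or 11.6% (95% Wilson interval, 8.33% to 15.9%), and at 1196 of the 21675 unbound protein-coding genes, or 5.52% (odds ratio 2.25, two-sided Fisher's exact test, p = 9.61e-05). An Inr motif (YYANWYY with its A within 5 bp of a TSS) occurred at 83 bound genes, or 30.1% (25.0% to 35.7%), and at 23.5% of the unbound genes (odds ratio 1.40, Fisher's exact test, p = 0.0124). Both motifs were present at 10 bound genes, the TATA-box alone at 22, Inr alone at 73 and neither at 171.
Bound genes had a median of 6 annotated TSSs and unbound genes a median of 3, so that a motif had more chances to occur at a bound gene. With 1 TSS per gene, an alternative chosen after seeing the data, the share with a TATA-box was 6.16% against 3.07% (exact p = 0.00753) and the share with Inr was 6.88% against 7.76% (p = 0.652), which reverses the direction for Inr. The TATA-box share changed as much in the other direction with a window of 50 to 10 bp upstream, to 17.0% of bound and 8.64% of unbound genes (47 bound genes, against 17 with 1 TSS per gene). Without replicate 1, the share with Inr was 27.3% of bound genes (95% Wilson interval, 20.4% to 35.6%), which includes the 23.6% of unbound genes. Against unbound genes with a TSS in a CpG island, the bound genes differed in the TATA-box (11.7% against 3.56%, exact p = 1.64e-08) and not in Inr (29.8% against 25.9%, p = 0.157).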

The analysis of the core promoter elements of the dcPBAF-occupied genes has shown that they contained TATA-box and Inr elements, and were enriched with CpG islands (Figures 4E,F). The percentage of TSS containing CpG islands at the PHF10D-occupied promoters significantly exceeded that for the randomly selected promoters (Mann–Whitney test *p*-value = 2 × 10^−16^, Figure 4G).

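CpG islands were computed from the repeat-masked mm10 sequence (at least 200 bp, GC content of at least 50%, observed to expected CpG of at least 0.6), which gave 16991 islands. For each gene, the proportion of its TSSs (±100 bp) that touched an island was taken. The mean proportion over the 331 genes with a PHF10 site in the promoter was 0.677 ± 0.304 (SD over genes), against 0.187 ± 0.0189 (SD over draws) for random sets of as many annotated genes (two-sided permutation test, p = 1e-05, the smallest possible). Every TSS touched an island at 30.2% of the bound genes and at 9.80% of all annotated genes, and no TSS did at 7.55% and 73.7%. With random sets drawn from protein-coding genes, the mean was 0.669 for the bound and 0.374 for the random genes. Islands of at least 500 bp with stricter composition moved the bound mean most, to 0.519, against 0.128 for random genes. Of the PHF10 sites themselves, 259 touched a CpG island, including 242 of those at promoters.
The paper sets the occupied promoters beside published expression values of the brain (Figure 4C) and concludes that PHF10D-containing dcPBAF is associated with actively transcribed genes. The published expression and histone data were not analysed here.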

An analysis of the 238 PHF10D-bound genes for which the expression values were provided (Shen et al., 2012) has shown that 75 (31.5%) of them belong to the constitutively expressed housekeeping genes according to the HRT Atlas v1.0 (Supplementary Table S3) (Hounkpe et al., 2021). The analysis of the expression values of genes occupied by PHF10D in different tissues (Shen et al., 2012) demonstrated that 46 genes (out of 238) were tissue specific. Among them, the majority were specific to the brain (Figure 4G).

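Figure 4G prints 46 symbols, and 44 of these genes had a PHF10 site in the promoter region. The site had a peak in both replicates at 21 of the 44 genes and in 1 replicate at 23. The mean fold of the sites ranged from 4.43 (Arpp21, replicate 1 alone) to 10.2 (Zic4), with a median of 6.01, and the median over the other 226 promoter sites was 5.68. The genes left over were Efcab2 and Tenm2, whose nearest sites lay farther than 200 bp from any annotated TSS. Because the symbols were read from the figure, their number was counted and not tested, and the tissue-specific expression behind the list was not analysed here.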

The gene set enrichment analysis (GSEA) using the GO database identified significantly enriched pathways among the dcPBAF target genes (FDR<0.05) (Figure 4H). These were the neuron-specific pathways, like hormone and glutamate receptor binding, nitric oxide synthase, calcium-dependent protein binding, and neuronal transcription regulation activity. 

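Gene ontology tables were not used here. In their place, 9 gene families were taken by symbol and their protein-coding members with a PHF10 site in the promoter were counted against the 21951 annotated protein-coding genes (two-sided Fisher's exact test, Benjamini-Hochberg adjustment over the 9 families). In 5 families, bound genes were more frequent than among other genes at an adjusted p under 0.05. That number fell to 2 for the sites called in both replicates. Without replicate 1 it was also 2, and without replicate 2 it was 4. Of 24 glutamate receptor genes, Gria4 was bound (exact p = 0.262, adjusted p = 0.337), and its peak was called in replicate 1 alone, so that 0 were bound without replicate 1. This family holds the genes of the receptors themselves, whereas the paper names glutamate receptor binding. The count therefore does not test the paper's term.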

There were also sets of genes regulating general cellular processes and reflecting the activity of housekeeping genes, like protein biosynthesis and degradation, ubiquitin protein ligase binding, transcription co-regulator activity, or mRNA binding.

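The families were taken by the start of the symbol, so that they can also hold genes of other function, such as kinases with symbols starting with Rps6k or Eif2ak. Among the families for general cellular processes, 8 of 102 genes with symbols of ribosomal proteins were bound (expected 1.28, odds ratio 6.85, Fisher's exact test, p = 4.46e-05, adjusted p = 0.000401). Without replicate 1 the number was 3. For the sites called in both replicates, 1 ribosomal protein gene was bound and the family was no longer past the threshold (exact test, adjusted p = 0.396). Of 68 genes with symbols of translation factors, Eef1a1, Eef1a2, Eif2b1 and Eif4a2 were bound (expected 0.855, exact p = 0.0106, adjusted p = 0.0191), with 2 left without replicate 1. Of 100 genes of ubiquitin and its enzymes, 5 were bound (expected 1.26, exact p = 0.00865, adjusted p = 0.0191), with 2 left without replicate 1. At a −log10 p of at least 7, 4 genes of the ubiquitin family were bound and the adjusted p was 0.0528. Against protein-coding genes with a TSS in a CpG island, the adjusted p was 0.085 for the translation factors and for the ubiquitin family alike. For the sites called in both replicates, it was 0.327 for the translation factors and 0.114 for the ubiquitin family (exact tests). Of 50 proteasome genes, Psmd5 was bound (exact p = 0.469, adjusted p = 0.528). Of 52 mRNA-binding protein genes, Celf4, Cpeb2, Elavl3, Hnrnpab and Srsf7 were bound (expected 0.654, exact p = 0.000486, adjusted p = 0.00219). Other families were 14-3-3 proteins, with Ywhah bound out of 6 genes (exact p = 0.0731, adjusted p = 0.110), and kinases of the RNA polymerase II C-terminal domain, with 0 of 5 bound.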

### The PHF10D isoform is dominant in human brain neurons upon differentiation

PHF10 isoforms are highly conserved between mice and humans (Brechalov et al., 2014; Chugunov et al., 2021). Human and mouse isoforms have the same molecular weight and differ by only several amino acid substitutions. The database analysis has shown that similar to that found in mice, the PHF10 transcription level was high in various types of neurons but was close to background in the non-neuronal cells of the adult brain (Supplementary Figure S8). The analysis of Genotype-Tissue Expression (GTEx) project data indicated that the PHF10D isoforms strongly prevailed over PHF10A in different zones of the adult human brain (Figure 5A).

**FIGURE 5:**
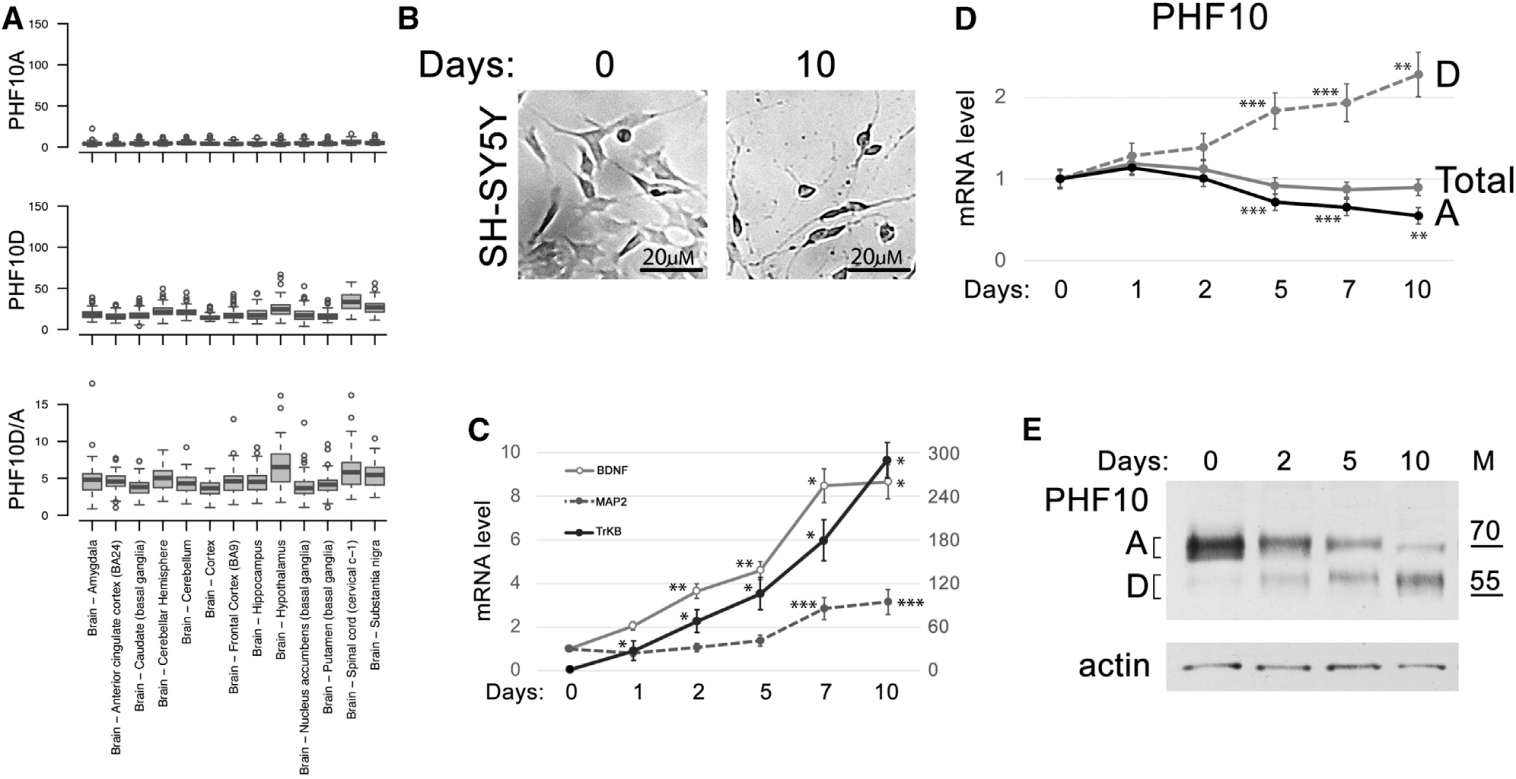
PHF10D isoform becomes dominant in the developed human neuronal tissues. **(A)** Expression of PHF10A and PHF10D isoforms (TPM) and their relative ratio (D/A) in different parts of the human brain according to the GTEx project data (GTEx Consortium, 2013). **(B)** SH-SY5Y differentiation after ATRA and BDNF treatment for 10 days (large view, Supplementary Figure S9). **(C)** Expression of *BDNF*, *MAP2* (changing according to the right scale), and *TrkB* (changing according to the left scale) marker genes increased during SH-SY5Y differentiation. **(D)** The levels of total PHF10 transcript (PHF10-total) and transcripts encoding PHF10A and PHF10D isoforms at different timepoints (days) after the start of differentiation of the SH-SY5Y neuronal cells. **(C, D)** Values represent the mean ± SD of three independent experiments and were normalized to *RPLP0* expression. The *Y*-axis indicates mRNA fold change. Statistically significant differences are marked as *p < 0.0005, **p < 0.005, and ***p < 0.05 compared to the control (0 h) (two-way ANOVA with Holm–Sidak’s multiple comparison test). **(E)** Western blot demonstrating the expression of PHF10A and PHF10D isoforms at different timepoints (days) after the start of differentiation of the SH-SY5Y neuronal cells. Actin is used as a loading control.

To further study the PHF10A and PHF10D isoform expression during neuronal differentiation, the human SH-SY5Y neuroblastoma cell culture was used. Cells were treated with ATRA and BDNF according to the described protocol (Kovalevich et al., 2013) which led to their partial differentiation. It includes a decrease in the proliferation, the acquisition of neuron-specific morphology, and an increase in the transcription of genes specific for differentiated neurons, like *BDNF*, *MAP2*, and *TrkB* (Figures 5B,C; Supplementary Figure S9). We found that the level of the *PHF10D* transcript started to increase after the induction of differentiation and became two-fold higher by day 10, whereas the level of the *PHF10A* transcript decreased (Figure 5D). Western blot analysis has shown that the PHF10A isoform disappeared by the 10th day of differentiation. On the contrary, the level of the PHF10D isoform, which was very low at the start of differentiation, increased after day 5 (Figure 5E). Thus, similar to the observations made in mice, the replacement of PHF10A by PHF10D expression coincides with the maturation of neural cells.

### The PHF10D isoform is essential for the transcription of human neuron-specific genes

Finally, we addressed the role of the PHF10D isoform in the maintenance of transcription of genes specific for differentiated human SH-SY5Y cells like *TrkB*, *MAP2*, *BDNF*, *NREP*, *EEF1A2*, and *ELAVL3*. The mouse homologs of these genes have PHF10D on their promoters, as shown in ChIP-seq (Figure 4B, Supplementary Figure S7). 

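Of the 6 mouse homologs, Elavl3, Eef1a2 and Nrep had a PHF10 site in the promoter region. Elavl3 (ENSMUSG00000003410.8, chromosome 9 of mm10, 22015005 to 22052023, minus strand) encodes a neuronal RNA-binding protein. Its site, from 22051746 to 22052132, lay in a CpG island with the summit 75 bp downstream of the TSS at 22052010. The fold was 6.58 in replicate 1 and 9.43 in replicate 2, a mean of 8.00 ± 2.01 (SD, n = 2), from 35 and 42 fragments over an IgG background of 3. The 61 bp of transcribed strand centred on this TSS read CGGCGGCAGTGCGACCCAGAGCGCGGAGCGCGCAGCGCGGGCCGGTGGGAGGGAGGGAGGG, with 82.0% GC.
Nrep (ENSMUSG00000042834.15, chromosome 18, 33437019 to 33464029, minus strand) had a site from 33463490 to 33463768, with the summit 83 bp downstream of the TSS at 33463739. The fold was 5.85 and 3.87 in replicates 1 and 2, a mean of 4.86 ± 1.40 (SD, n = 2), from 31 and 21 fragments over 3 and 4 IgG fragments. The sequence around this TSS was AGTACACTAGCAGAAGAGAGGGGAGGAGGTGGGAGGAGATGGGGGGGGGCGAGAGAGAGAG.
Eef1a2 (ENSMUSG00000016349.10, chromosome 2, 181147653 to 181157014, minus strand) encodes a translation elongation factor. Its site, from 181156826 to 181157157, had a peak in replicate 1 only, with the summit 118 bp downstream of the TSS, a fold of 4.66, 17 fragments, −log10 p of 7.06 and −log10 q of 2.23. The sequence around its TSS was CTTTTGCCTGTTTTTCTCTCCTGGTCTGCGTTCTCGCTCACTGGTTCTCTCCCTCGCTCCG. Without replicate 1, the number of these homologs with a promoter site was 2.
No peak of either replicate was listed at a promoter of Ntrk2 (TrkB, chromosome 13, 58806569 to 59133970, 10 TSSs), Map2 (chromosome 1, 66175273 to 66442583, 24 TSSs) or Bdnf (chromosome 2, 109674700 to 109727007, 11 TSSs). The nearest sites lay 951394 bp, 6938056 bp and 4001582 bp from a TSS of these genes, respectively. The lists hold only peaks past the calling threshold, so that weaker binding at these promoters was not detectable in them.

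**Figure D2:**
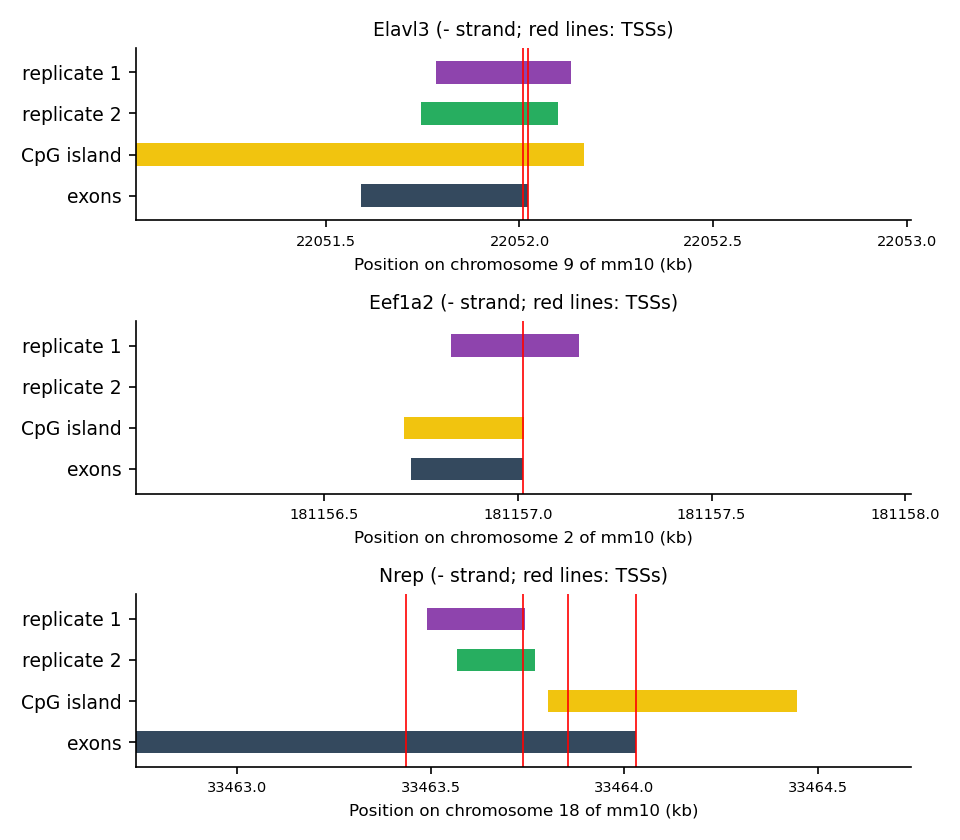
Peaks of PHF10 replicates 1 and 2, CpG islands, exons of all annotated transcripts and TSSs (red lines) around the promoters of Elavl3, Eef1a2 and Nrep, drawn to scale with the position in kb on the horizontal axis. The peaks cover a TSS at each gene, and Eef1a2 has a peak in replicate 1 only.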

To verify their promoter occupation by PHF10D in human cells, an Fl-PHF10D isoform under the doxycycline (DOX)-inducible promoter was expressed in SH-SY5Y (Figure 6A). The Fl-PHF10D expression was induced on the next day after ATRA treatment and maintained throughout the differentiation time course. As was verified by ChIP with anti-FLAG antibodies, the Fl-PHF10D isoform as well as BAF155 and BAF200 subunits of PBAF efficiently bound the promoters of all studied genes following differentiation (Figure 6B).

**FIGURE 6:**
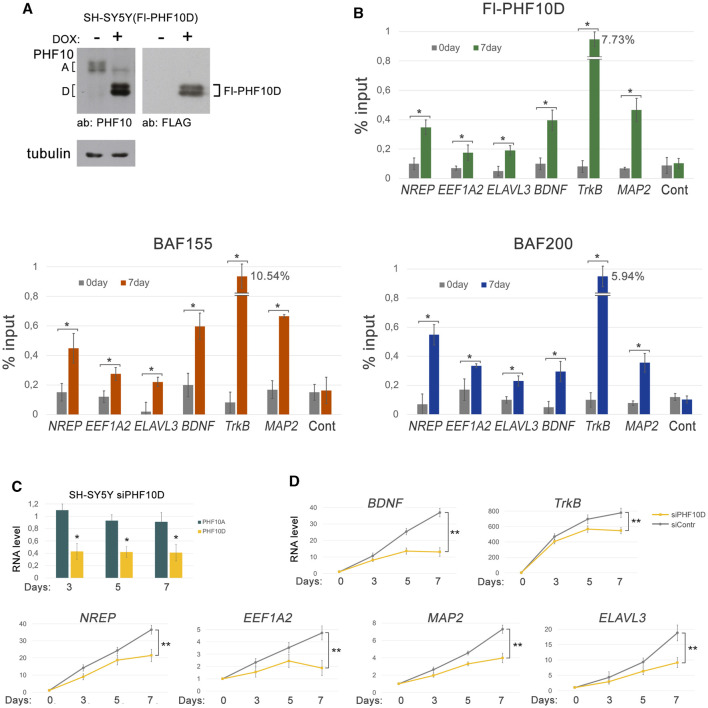
The PHF10D isoform controls the expression of the neuron-specific genes in SH-SY5Y. **(A)** The expression levels of the FLAG-tagged PHF10D isoform in the SH-SY5Y cells before and following the induction by doxycycline, verified by Western blot. **(B)** The levels of the Fl-PHF10D isoform, BAF155, and BAF200 on promoters of the neuron-specific genes, *TrkB*, *MAP2*, *BDNF*, *EEF1A2*, *NREP*, and *ELAVL3*, before and following differentiation of the SH-SY5Y cells, verified by ChIP. The level of PHF10D at the non-coding region (see Materials and Methods) was used as a control. **(C)** The level of PHF10D and PHF10A transcripts in the SH-SY5Y cells with knockdown of PHF10D relative to the control cells treated with siControl at different timepoints following the start of differentiation. The level of transcripts in control cells was taken as one. Knockdown was performed on the next day after the addition of ATRA, and then repeated on the fourth and sixth days of differentiation. **(D)** The levels of transcription of the *TrkB*, *MAP2*, *BDNF*, *EEF1A2*, *NREP*, and *ELAVL3* neuron-specific genes in the SH-SY5Y cells with knockdown of PHF10D and in the control SH-SY5Y at different timepoints following the start of differentiation. The values represent the mean ± SD from three independent experiments. Statistically significant differences are marked as *p < 0.005 and **p < 0.0005 for pairs of compared data (two-way ANOVA with Holm–Sidak’s multiple comparison test).

Next, the effect of a knockdown of PHF10D in SH-SY5Y cells on transcription of *TrkB*, *MAP2*, *BDNF*, *NREP*, *EEF1A2*, and *ELAVL3* genes was studied. The level of the PHF10D transcripts decreased two-fold, which confirmed the efficiency of the knockdown (Figure 6C). The knockdown of PHF10D led to a significant decrease in the transcription of all studied genes, indicating that PHF10D maintains neuron-specific gene transcription (Figure 6D).

## Discussion

Here, we show that neurons in the adult mouse brain contain a distinct version of the PBAF complex (dcPBAF) (Figure 7). Whereas canonical PBAF is dominant in proliferating neuronal cells and immature neurons, the level of dcPBAF starts to grow following the beginning of differentiation, and it replaces canonical PBAF in terminally differentiated mature neurons. dcPBAF lacks the BRD7 subunit and includes PHF10D, the specific isoform of the PHF10 subunit that does not have the 46N-terminal amino acids and C-terminal DPF domain (Figure 7). dcPBAF binds the promoters of highly expressed neuron-specific and housekeeping genes.

**FIGURE 7:**
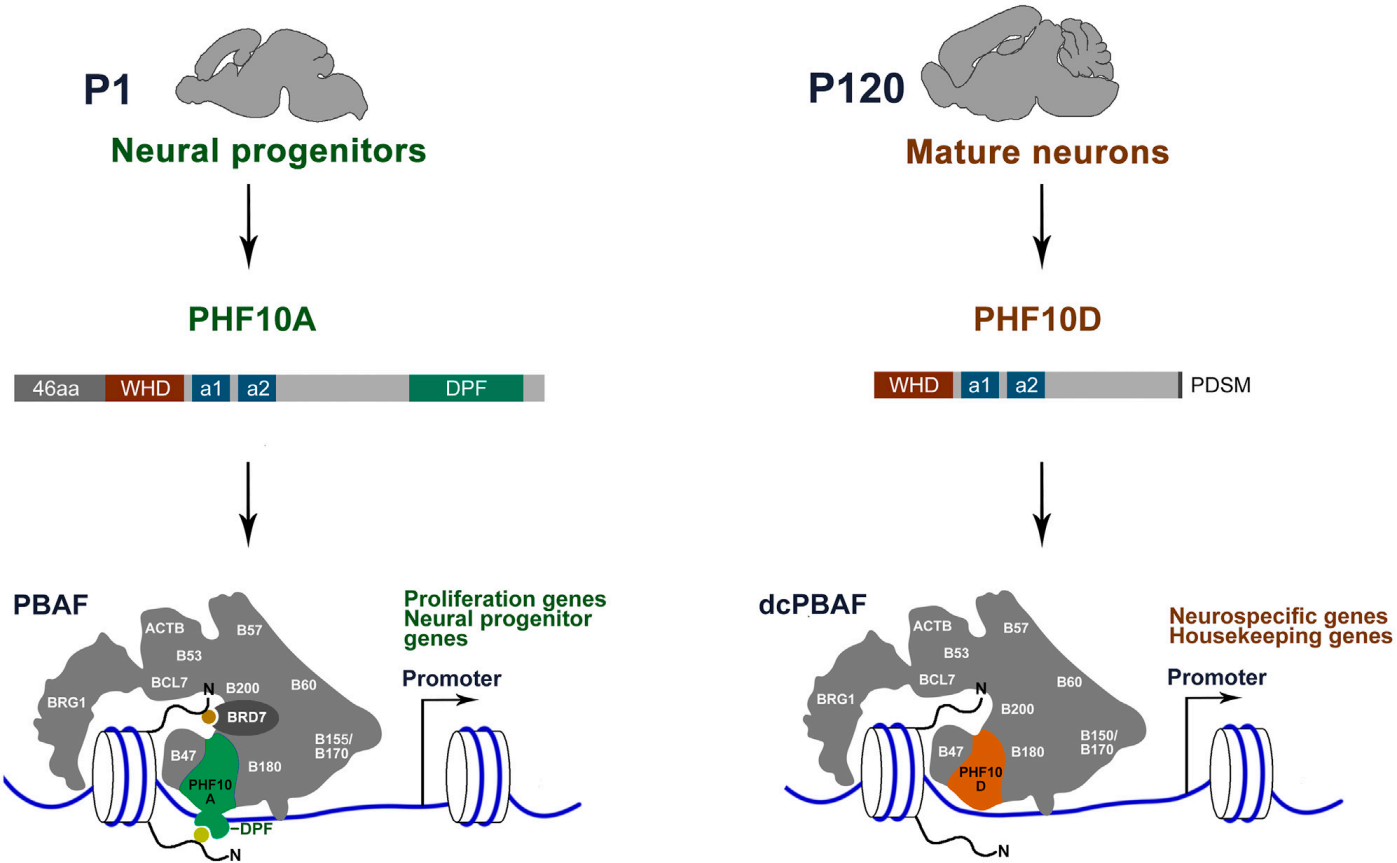
Distinct type of PBAF complex function in mature neurons of adult mice. The canonical PBAF contains the PHF10A/BAF45a isoform of PHF10 which has previously been shown to be required for the proliferation of neural stem and progenitor cells (Lessard et al., 2007). PBAF contains the PHF10A isoform with the DPF domain and BRD7 with the BD for histone modification (yellow and orange circles) binding. dcPBAF of terminally differentiated neurons occupies promoters of the neuron-specific and housekeeping genes. dcPBAF contains the PHF10D isoform and does not contain the BRD7-specific PBAF subunit.

The PHF10 PBAF subunit is highly expressed in mouse brain neurons. Two isoforms of PHF10, PHF10A, and PHF10D, are associated with two different states of the neuronal cell development program: immature neuroblasts and terminally differentiated mature neurons, respectively. The PHF10A/BAF45a isoform promotes the proliferation of neuroblasts (Lessard et al., 2007). Our study points to the importance of the DPF-lacking PHF10D isoform in the later stages of development. Its expression level increases as mouse neurons start the differentiation program. The PHF10D isoform is present on promoters of actively transcribed neuron-specific genes in adult mice. In human SH-SY5Y cells, PHF10D occupies promoters of neuron-specific genes following the start of differentiation and is essential for their high transcription level. The same replacement of PHF10A with PHF10D was previously shown to occur during myeloid differentiation (Viryasova et al., 2019), suggesting that dcPBAF-containing PHF10D functions in various types of terminally differentiated mammalian cells. In addition to mammals, DPF-lacking isoforms were also found in several other vertebrate species (Brechalov et al., 2014; Chugunov et al., 2021). The conserved structure of the PHF10 isoforms in mammalian species indicates that the replacement of DPF-containing by the DPF-lacking isoforms in the PBAF complex during differentiation may be a general mechanism (Sheynov et al., 2019).

The role of the replacement of PHF10A by PHF10D in terminally differentiated cells, for example, neutrophils and mature neurons, is not clear yet. However, previously we have demonstrated that PHF10A is a strong transcriptional co-activator, whereas PHF10D does not activate transcription (Brechalov et al., 2014). PHF10A/BAF45a was found to occupy the promoters of several components of the Notch signaling pathways in mouse neural progenitor cells (Lessard et al., 2007). It is essential for the maintenance of adult mouse hematopoietic stem cells (Krasteva et al., 2017) and for the proliferation of human myeloid progenitors (Viryasova et al., 2019). One may assume that PHDF10A is specifically important for the transcription activation of genes responsible for the proliferation of immature precursors in different mammalian tissues.

Our data demonstrate that dcPBAF does not contain Brd7 which is an important subunit of PBAF known as a tumor suppressor that inhibits growth and metastasis and initiates apoptosis in cancer cells (Yu et al., 2016; Niu et al., 2020; Chen et al., 2021). BRD7 and PHF10 are PBAF-specific subunits that physically interact with each other, forming together with PBRM1 the histone tail interaction submodule of PBAF (Yuan et al., 2022). The BD of BRD7 has been shown to possess a high affinity for the H3K14 active chromatin mark (Peng et al., 2006; Sun et al., 2007). The PHF10A DPF domain as predicted has a high affinity for H3K14ac and differentiates this mark from H3K4me3 (Chugunov et al., 2021). Of the six DPFs present in mammalian proteins, four DPF1-3 and PHF10 are members of the BAF and PBAF chromatin-remodeling complexes, respectively. Some of them have been shown to be involved in interactions with histone modifications (Local et al., 2018; Chugunov et al., 2021). It can be assumed that the absence of PHF10A and BRD7 subunits affects the specificity of PBAF–chromatin interactions and directs dcPBAF to a program that is specific for differentiated cells.

## Materials and methods

### Mice

We used 1- to 120-day-old male C57BL/6J mice (Jackson Laboratory, United States). Animals were kept in identical conditions (a standard light- and temperature-controlled environment, 12-h light/dark cycle; light on at 7:00 AM; 21°C, with access to food and water *ad libitum*) at NRC Kurchatov Institute (Moscow, Russia).

For protein extracts or RNA preparation, the whole brains, cortex, and cerebellums were isolated with surgical scissors from the decapitated mice at the age needed. Then, the brain/cerebellum was snap-frozen in liquid nitrogen or placed on ice and homogenized with sterile plastic pestles in a suitable buffer.

### Cells, differentiation, and knock-down

The human neuroblastoma SH-SY5Y cell line (from American Type Culture Collection, Manassas, VA) was propagated in the Dulbecco modified Eagle’s medium (DMEM; PanEco, Russia) with 10% heat-inactivated fetal bovine serum (hiFBS) (HyClone, Logan, UT) supplemented with 2 mM *L*-glutamine (Merck) and penicillin/streptomycin at 37°C with 5% CO_2_ in a humidified atmosphere.

Differentiation was performed according to the published protocol (Kovalevich et al., 2013; Moysenovich et al., 2020). For differentiation, cells were seeded at 100,000 per one 35-mm Petri dish. The next day, the media were replaced by differentiation media 1 (DMEM; 2.5% hiFBS; 2 mM *L*-glutamine; penicillin/streptomycin; and 10 μM all-trans retinoic acid (ATRA) (Sigma)). Three days later, the media were replaced by differentiation media 2 (neurobasal media (Gibco); 1x B27 (Invitrogen); 2 mM GlutamaxI (Invitrogen); 10 μM ATRA (Sigma); and 50 ng/mL BDNF (Novus Bio/R&D Systems, #248-BD)), and cells were incubated for 7 days.

The knockdown of PHF10D was performed in the SH-SY5Y cells on the first day (before ATRA addition), fourth day, and sixth day of differentiation, by two different siRNA simultaneously, or control siRNA (Supplementary Table S3). Metafecten Pro (Biontex) and siRNA (sequences are listed in Supplementary Table S4) were mixed in OptiMEM (Gibco) according to the manufacturer’s protocol, incubated for 15 min at room temperature, and added to the cells. After 12 h, the media were replaced by differentiation media 1 or 2. Cells were harvested according to the time course.

### Western blot analysis

For Western blot analysis, the whole brain, cortex, or cerebellum was homogenized on ice in 10 volumes (W:V) of RIPA buffer; 50 mM Tris-HCl pH 7.4; 1% NP-40; 0.5% Na deoxycholate; 0.1% SDS; 150 mM NaCl; 2 mM EDTA; protease inhibitor cocktail (PIC, Sigma); and phosphatase inhibitor cocktail (PhIC, Sigma), and then 4× Laemmli buffer (200 mM Tris-HCl pH = 6.8; 4% SDS; 40% glycerol; 0.01% bromophenol blue; and 100 mM DTT) was added, boiled for 10 min, and snap-frozen in liquid nitrogen for further Western blotting analysis.

The SH-SY5Y cells were scrapped from the 60-mm Petri dishes, washed with PBS supplemented with PIC, centrifuged at 4°C, 2.5 krpm for 5 min, and resuspended in 10V of RIPA buffer, incubated for 10 min on ice, and centrifuged at 13.2 krpm at 4°C for 10 min. Protein concentration was measured using the Qubit Protein Assay Kit (Thermo Fisher Sci.). Then, 4× Laemmli buffer was added, probes were boiled for 10 min, and Western blotting was performed.

Affinity-purified polyclonal antibodies against the PHF10, BAF155, BAF200, BRG1, and BAF250a subunits were described previously (Brechalov et al., 2014; Tatarskiy et al., 2017). The polyclonal rabbit anti-PHF10 antibodies were raised against 238–261 amino acids of PHF10 (NP_060758.2). These antibodies recognize all PHF10 isoforms. The antibody against FLAG (M2) was obtained from Sigma; the antibody against doublecortin (ab235153) was obtained from Abcam; and antibodies against tubulin (9F3), GAPDH (14C10), and b-actin (D6A8) were obtained from Cell Signaling. HPR-conjugated anti-rabbit IgG and HPR-conjugated anti-mouse goat IgG were obtained from DHGB, and HRP-conjugated anti-goat antibodies (AP108P) were obtained from Sigma-Aldrich.

### Cloning and stable line generation

For the Fl-PHF10D-pSLIK expression vector, Fl-PHF10D cDNA was cloned from the previously described Fl-PHF10D-pcDNA (Cell Cycle, Tatarskiy) into the pSLIK plasmid (Addgene #25735 (Shin et al., 2006)) and modified by Soshnikova et al. (2021). The lentiviral particles were produced using pCMV-VSV-G (Addgene #8454 (Stewart et al., 2003)) and pCMV-dR8.2 (Addgene #8455 (Stewart et al., 2003)) plasmids, according to the previously described protocol (Soshnikova et al., 2021). The SH-SY5Y cells of the eighth passage were treated with lentiviral particles, and the next day, the media were replaced with the media containing 0.5 μg/mL G418.

### Nuclear extract preparation

Whole brains from P1 (1 g) or P120 (1 g) mice were homogenized in five volumes of NU-1 (15 mM HEPES-KOH pH = 7.6, 10 mM KCl, 5 mM MgCl_2_, 0.1 mM EDTA, 0.5 mM EGTA, 1 mM DTT, and 0.35 M sucrose) supplemented with PIC (Roche) and PhIC (Sigma) on ice in Dounce loose (Millipore), and samples were incubated for 10 min on ice. After centrifugation at 4°C for 5 min at 100 g, the supernatant was transferred into new tubes and centrifuged at 4°C for 10 min at 2 kg. The pellet was washed with five volumes of NU-1 and centrifuged again in the same conditions. Next, the pellet was resuspended in an equal volume of NUS-1 (NU-1 with an additional 0.8M sucrose), gently laid on an NUS-1 cushion, and centrifuged at 4°C for 20 min at 3.5 kg. Nuclei in the pellet were resuspended in NU-2 (15 mM HEPES-KOH pH = 7.6, 11 mM KCl, 5 mM MgCl_2_, 0,1 EDTA, and 1 mM DTT), supplemented with PIC and PhIC, and transferred in Dounce tight for nuclear destruction. 1/10 V NaCl (5M) and Triton X-100 up to 0.3% were added, mixed, and incubated for 15 minutes on ice. In the last step, the solution was ultracentrifuged at 4°C for 1 hour at 55 kg.

### Purification of PHF10-containing multiprotein complexes

The nuclear extracts from the P1 and P56 whole mouse brains were used for the PHF10-containing complex purification, according to the flowchart (Figure 2B). The columns of MonoS HR 16/10, and Superose 6 HR 10/30 (GE Healthcare) were equilibrated with the HEMG buffer (25 mM HEPES-KOH at pH 7.6, 12.5 mM MgCl_2_, 0.1 mM EDTA, 10% glycerol, and 1 mM DTT) containing 150 mM NaCl (HEMG-150). Elution from MonoS HR 16/10 was performed by the gradient of increasing NaCl concentration, up to 1M (HEMG-1000). The immunoaffinity purification was performed on a column with immobilized anti-PHF10 antibodies, with the unbound protein being washed out with HEMG-1000 buffer containing 0.1% NP-40. HEMG-150 with 0.1% Nonidet P-40 was used for loading, HEMG-1000 with 0.1% Nonidet P-40 was used for washing, and 0.1 M glycine (pH 2.5) was used for elution. The eluted proteins were resolved *via* SDS/PAGE and visualized by silver staining. The protein bands were cut out and subjected to in-gel trypsin digestion. MALDI-TOF MS was performed using an Ultraflex II mass spectrometer (Bruker Daltonics). Protein spectra were internally calibrated using trypsin autolysis products, and the resulting peptide weights were searched against the non-redundant database maintained by the National Center for Biotechnology Information, using the MASCOT search engine. The Superose 6 column was calibrated with an HMW Calibration Kit (GE Healthcare). The void volume of the column was 7.0 mL, and the volume of each fraction was 0.5 mL.

### Gene expression analysis

RNA was isolated from 3 × 10^6^ SH-SY5Y cells using TRI Reagent (MRC) according to the manufacturer’s protocol. The synthesis of cDNA was performed with an oligo (dT) primer and MMLV reverse transcriptase (Thermo Fisher Scientific). PCR primers are listed in Supplementary Table S5. The values were normalized to the *RPLP0* housekeeping gene. At least three independent experiments were performed; values are presented as mean ± SD. Statistical analysis was performed using a two-way ANOVA with Holm-Sidak’s multiple comparison test and GraphPad Prism 6 software. *p-*values <0.05 were considered significant. More details are provided in Figure legends.

### Northern blot analysis

Total RNA was isolated from 0.1 g of material ground with TRI Reagent in liquid nitrogen with a mortar and pestle. Then, the mRNA fraction was enriched with the Oligotex mRNA Kit (Qiagen). mRNA (1 mkg per lane) was mixed with the loading buffer (50xFGRB (1 M MOPS pH 7.0 and 0.5 M AcONa x 3H_2_O), 12.3 M formaldehyde, and 1 M formamide), heated at 65°C for 15 min, and immediately placed on ice. The formaldehyde electrophoresis in running buffer (1xFGRB, 2.2 M formaldehyde) was performed, and then the gel was equilibrated in 20x SSC buffer (3 M NaCl and 0.3 M Na_3_C_6_H_5_O_7_ x 5.5 H_2_O). The mRNA transfer on the Hybond-N membrane (Amersham) was also performed in 20x SSC buffer with a filter paper stack overnight, and then the mRNA was crosslinked by Stratalinker 1800 with UV light. Membrane was hybridized at 50°C overnight in HSB(f+) buffer (7% SDS, 50% formamide, 5x SSC, 50 mM NaP, 0.1% N-Lauroylsarcosine Na, and 50 μg/mL herring sperm DNA) with a DNA probe against all PHF10 isoforms labeled by alpha [32P] dATP and then washed twice with 1x SSC buffer and 0.3x SSC buffer. Development was performed using Cyclone (Packard).

### ChIP and library preparation

For chromatin immunoprecipitation, whole brains from P120 mice were homogenized in ten volumes of PBS supplemented with PIC (Roche) and PhIC (Sigma) on ice in Dounce loose (Millipore). Then, formaldehyde was added up to 1%, and samples were incubated for 10 min on ice. After centrifugation at 4°C for 10 min, 1000 g samples were washed three times with the same cold PBS and then resuspended in 1 mL of the sonication buffer (50 mM HEPES-KOH pH 7.9; 140 mM NaCl; 1 mM EDTA; 1% Triton X-100; 0.1% Na deoxycholate; and 0.1% SDS) supplemented with PIC and PhIC in Dounce tight (Millipore) for nuclear destruction. The chromatin was sheared to ∼500 bp by sonication at Covaris and precipitated by 10 µL anti-PHF10 antibodies or 1 µg anti-Flag M2 antibodies and 1 µg control rabbit IgG (Invitrogen) on Mab-selected beads (GE Health). Then, beads were washed with sonication buffer, Wash buffer A (sonication buffer with 500 mM NaCl), Wash Buffer B (20 mM Tris-HCl (pH 8.0), 1 mM EDTA, 250 mM LiCl, 0.5% NP-40, and 0.5% deoxycholate Na), and subsequently, TE. DNA was eluted by elution buffer (50 mM Tris-HCl (pH 8.0), 1% SDS, and 1 mM EDTA) and treated with RNase A for 30 min and protease K (Thermo Fisher Scientific) overnight, incubated at 65°C for 6 h, and extracted using the phenol-chloroform method. DNA from SH-SY5Y was dissolved in 100 μL TE buffer, and then qPCR was performed with primers listed in Supplementary Table S6.

For NGS library preparation, 30 ng of DNA and the NEBNext Ultra II DNA Library Prep Kit for Illumina were used according to the manufacturer’s protocol. Adaptor ligation was performed using the NEBNext Multiplex Oligos for Illumina (Index Primer Set #1) (NEB). The quality of the DNA was analyzed with Bioanalyzer DNA 1000 Chip Kits (Agilent). DNA yields were assessed using Qubit assay kits (Thermo Fisher Scientific). Libraries were sequenced on an Illumina NovaSeq 6000 with single-strand 100-bp-length reads. Approximately 3 × 10^7^ reads were obtained per sample.

### Quantification of ChIP results

The raw data were represented as single-end reads from two biological replicates. Raw reads are deposited under accession number GSE199351 (reviewer token: uxyhwcseltcplqh). The average read length was 100 bp. Adapters, poly-N, poly-A, and low-quality read ends were removed using Cutadapt software (Martin, 2011) (the quality threshold was set to 20, and reads with a length less than 20 bp after trimming were discarded). The remaining reads were aligned to build version mm10 (GRCm38, Ensembl release) of the *Mus musculus* genome using Bowtie version 1 (Langmead et al., 2009) (with enabling options -best, -strata, and -tryhard). Only reads that aligned exactly once were passed through for further analysis. PCR duplication artifacts were removed using the Picard MarkDuplicates function (http://broadinstitute.github.io/picard/). In addition, peaks overlapping with blacklist regions were discarded (https://sites.google.com/site/anshulkundaje/projects/blacklists). Peak calling was performed using MACS version 2 against pre-immune control (Zhang et al., 2008), with the suppression of the model built and the assignment of the read extension length to 200 bps. Peaks with a MACS2 *p-*value less than 1 × 10^−2^ were passed to the IDR pipeline to access the reproducibility of ChIP-seq replicates (https://sites.google.com/site/anshulkundaje/projects/idr). The IDR *p*-value threshold was set to 0.05. As the reproducibility was good according to IDR (rescue ratio = 1.05; self-consistency ratio = 1.15), we formed the final set of PHF10 sites by combining the peaks obtained for each replicate with a MACS2 *p*-value less than 1 × 10^−5^. 

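The lists deposited for the replicates hold the peaks at the final threshold, so the ratios of the IDR pipeline, which start from a looser one, could not be computed from them. Of the 251 peaks of replicate 1, 89 were overlapped by a peak of replicate 2 (35.5%, 95% Wilson interval 29.8% to 41.6%). Of the 141 peaks of replicate 2, 89 were overlapped by a peak of replicate 1 (63.1%, 54.9% to 70.6%). Peaks moved to random positions on their chromosomes overlapped the other replicate in 0.0546% and 0.0939% of cases, and peaks moved to random promoters with a CpG island in 0.748% and 1.3% (one-sided permutation tests, each p = 1e-05, the smallest possible). When the summits had to lie within 100 bp of each other, the shares changed most, to 33.5% and 59.6%.
Across the 89 shared sites, fold enrichment in the replicates was related with Pearson's r = 0.698 and Spearman's rho = 0.585 (permutation tests, two-sided, each p = 1e-05, in a family of 1 relation, with an adjusted p equal to the raw p). Sites are not independent replicates. Leaving out the 2 sites farthest from the median fold of replicate 1 gave r = 0.607, and leaving out the 2 mitochondrial sites, which was chosen after seeing the data, gave r = 0.653. Both replicates were called against the same IgG library. At the 51 shared sites where the genome-wide background was used in both replicates, so that the fold did not depend on local IgG reads, r was 0.749 and rho 0.668 (permutation, each p = 1e-05).

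**Figure D3:**
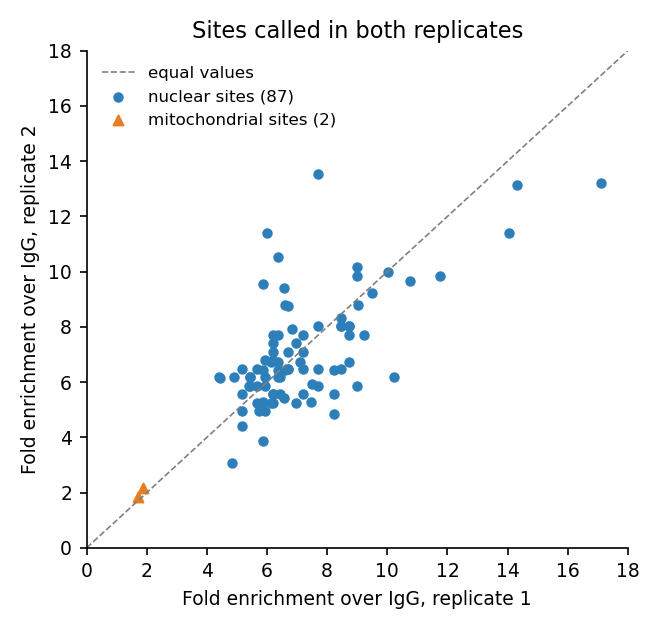
Fold enrichment over IgG in replicate 1 (horizontal axis) and replicate 2 (vertical axis) at the 89 sites with a peak in both replicates, one point per site. The 2 mitochondrial sites have the lowest folds, and Pearson's r over all points is 0.698.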

Intersecting peaks were merged during this procedure. Examples of PHF10 peaks from both replicates and IgG control are provided in Supplementary Figure S9. ChIP-seq coverage tracks for H3K4me3 and H3K27ac in the brain were obtained by analyzing previously published data (GSM722665 and GSM851271) (Shen et al., 2012). Preprocessing was performed as previously described; a coverage track was made using the deepTools (Ramírez et al., 2014) bamCoverage function with a bin width of 100 bp and RPKM normalization.

Further analysis was performed in R version 4.0.3 (Core Team and Others, 2013). The distribution of peaks between genome elements analyses was performed using ChIPseeker version 1.26.0 (Yu et al., 2015) (promoter regions were defined as ±200 bp from TSS). GO enrichment analysis of PHF10 sites was made using clusterProfiler (version 3.18.0) function enrichGO (Yu et al., 2012).

The number of PHF10-dependent promoters containing specific promoter elements (TATA-box and Inr) was obtained from the EPD database (Dreos et al., 2015). CpG islands containing TSSs were identified by intersecting published CpG island (Gardiner-Garden and Frommer, 1987) track with TSS regions (±100 bp) of PHF10-dependent promoters. The expression of genes whose promoters were associated with PHF10-binding sites in *Mus musculus* tissues was obtained from previously published data (Shen et al., 2012) using TissueEnrich R package version 1.10.0 (Jain and Tuteja, 2018) (17 tissues; among them, 12 are adult tissues). Tissue-specific genes were identified using the same package and defined as genes belonging to one of three categories: tissue enriched (FPKM>1 and at least five-fold higher expression levels in a specific tissue than others), group enriched (FPKM>1 and at least five-fold higher expression levels in a group of 2–7 tissues than others), or tissue enhanced (FPKM>1 and at least five-fold higher expression levels in a specific tissue compared to average levels in all others) (Jain and Tuteja, 2018). Housekeeping genes were determined using HRT Atlas v1.0 (Hounkpe et al., 2021).

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

How the deposited data were processed for this re-analysis (not part of the article)

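The data came from 2 PHF10 ChIP-seq libraries and 1 pre-immune IgG library from the brains of mice aged 120 days. For each PHF10 replicate the authors deposited a list of peaks on mm10. From the paper's methods, reads were trimmed with Cutadapt, aligned with Bowtie, restricted to reads with 1 alignment and cleared of PCR duplicates with Picard. Peaks were then called with MACS2 against the IgG control, and peaks in blacklisted regions were discarded. The deposited values of a peak are a score, which equals −log10 p times a constant and rounded down, a fold enrichment, and −log10 of the p and q values. The fold enrichment was made by the authors with MACS2. Its values fit the ratio of the fragments at the summit, scaled to the IgG library, to the IgG background, with 1 added to both terms. The added 1 makes each fold smaller than the plain ratio. The IgG library entered through these folds and p values and had no list of its own. Read depth was not stated in the lists, so it was derived relative to the IgG library from the fold and p of each peak, a step tested on 265 simulated peaks, of which 265 were recovered.

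Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9. All deposited peaks were used. Peaks of both replicates were merged where they shared at least 1 bp. A promoter was the region within 200 bp of a TSS of any transcript in GENCODE M21, as the paper defines it, and a gene was bound when a site overlapped the promoter of any of its transcripts. Overlap was tested on simulated peaks, with 240 of 240 planted promoter sites recovered, and the search for CpG islands on a simulated sequence, with 98 of 98 planted islands found. TATA-box and Inr motifs were searched for by sequence, since the database, gene ontology, expression and histone data of the paper were not used here.

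The replicates form a single group, and they were compared with random positions, random genes or unbound genes, not with another condition. Shares of sites were tested against 100000 sets of randomly placed sites of the same widths, proportions against 100000 random gene sets, and gene counts with Fisher's exact test. Benjamini-Hochberg adjustment was applied over the 9 gene families and over the 4 cell type lists, with a threshold of 0.05. Intervals of shares are 95% Wilson intervals. Gene families, cell type lists and a list of 20 immediate early genes, together with the main settings and most alternatives, were written before the data were examined, and the later alternatives are named as such. The lists of cerebellum-restricted and forebrain-restricted genes were also written before their genes were looked up.

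The alternatives covered each replicate left out, sites called in both replicates, stricter p and q thresholds, other promoter windows, protein-coding TSSs only, the summit in place of the whole peak, other definitions of CpG islands and motifs, other random sets and other definitions of a shared peak. Genes and sites are named in the text by a rule written beforehand: every gene that the paper names as bound in mouse brain, the genes of PBAF subunits that it discusses, the 5 sites with the highest mean fold among those called in both replicates, the 5 with the highest fold among those outside promoters, and the members of the lists that carry a site. Some sites and genes that meet this rule are not described here. Names outside this rule were chosen after their values were seen. These are the small RNA genes, the extremes of the Figure 4G list and the genes near which it had no promoter site, and Cdk12.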

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

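The tests of neighbouring promoters, of shared reads, of the RefSeq annotation and of tRNA genes were set before their results were seen, and the comparison of mitochondrial fragments with the limit set by duplicate removal was chosen only after the sites were seen. The design has a single condition, so no biological explanation was tested for any of these results.

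The paper does not discuss small RNA genes, and 10 PHF10 sites overlapped promoter regions of snRNA or snoRNA genes, out of 2890 such genes annotated. They were examined because they lie outside the genes that the paper discusses, and their number was not tested against chance. They comprised 5 sites at snRNA genes and 5 at snoRNA genes, 6 of them on chromosome 11, and 5 had a peak in both replicates, with mean folds from 4.66 to 13.7. The genes included Rnu1a1, Gm22068, Rnu11, Gm22513, Gm24265, Rnu3b1, Rnu3b3, Snord118 and Snord49b. At Snord118, Rnu3b1 and Rnu3b3 the summits lay 211, 215 and 213 bp downstream of the TSS, so that only the flank of the site reached the promoter region. At Rnu1a1 and Gm22068 they lay 142 and 149 bp downstream. The sites at Rnu1a1, Gm22068, Rnu3b1 and Rnu3b3 lay close together, between 87422732 and 87448969 on chromosome 11. The promoter of a neighbouring protein-coding gene would require a protein-coding TSS nearby. Such a TSS lay within 1000 bp at 3 of the 10 sites, Gm22068 and Gm22513 among them, which argues against this explanation for the other 7 sites and leaves it open for these 3. Reads shared between near-identical gene copies were argued against for the 7 sites by uniqueness, since 88.3% of their 100-bp stretches occur once in the genome. At Rnu3b1 the share was 67.3%, at Rnu3b3 76.7% and at Rnu1a1 80.6%, so that part of the signal there could still come from copies. The sites at Snord49b and Rnu11 also overlap promoters of the long RNA genes 2410006H16Rik and Gm28872, which was not tested further.

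Outside the promoter regions that the paper discusses lay 33 sites, of which 7 had a peak in both replicates. The highest of these by mean fold were in an intron of Camk4 (chromosome 18, 32955356 to 32955643, 8.47), an intron of Chn2 (chromosome 6, 54119677 to 54119902, 7.20 in replicate 1 alone), an intron of the lincRNA 1700041M19Rik (chromosome 16, 76866021 to 76866269, 7.18), an intron of Tenm2 (chromosome 11, 36677946 to 36678210, 7.15) and an intergenic region upstream of Klf6 (chromosome 13, 5861042 to 5861241, 6.95 in replicate 1 alone). tRNA genes are argued against as the source, since 0 of the 32 nuclear sites lay within 200 bp of any of 425 tRNA genes. Promoters that the annotation leaves out remain open: 18 of the 33 sites (54.5%) lay within 200 bp of a RefSeq TSS (7 sites) or in a CpG island (17 sites), against 1.59% of random sites. The remaining 15 sites, among them those in Camk4, Chn2, 1700041M19Rik and Tenm2, met neither condition. Among the 32 nuclear sites, however, 17 had their summit within 1000 bp of an annotated TSS. These values therefore do not tell a promoter that the annotation leaves out from the flank of an annotated one.

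The mitochondrial genome held 2 sites, both called in both replicates, although mitochondrial DNA is not chromatin. The site from 15253 to 15685 had a fold of 1.87 in replicate 1 and 2.16 in replicate 2, from 363 and 347 fragments over 140 IgG fragments. The site from 15992 to 16260 had folds of 1.71 and 1.82, from 251 and 218 fragments. Reads shared with nuclear copies are argued against, since 100% of the 100-bp stretches of these sites occur once. With duplicates removed and single-end reads extended to 200 bp, no position can hold more than 400 fragments. The first site reached 90.8% and 86.8% of this limit, so that its fold values may be compressed. Whether the removal of duplicates shaped these peaks was not tested.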

How the results depend on the processing

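The choice of 1 TSS per gene, the RefSeq TSSs and the removal of mitochondrial peaks were chosen only after the data were seen; every other alternative was planned. Altogether 156 alternatives were computed for 30 results, of which 148 were planned. No paired analysis was possible because there is only one PHF10 group and the single IgG control has no list of its own. For the same reason, no other split of the samples was tested.

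The share of sites at promoters stayed between 83.2% and 95.4% under each of its alternatives, with a permutation p = 1e-05 wherever it was tested again, and the bound genes exceeded random genes in the proportion of TSSs in CpG islands under each of theirs. The TATA-box share stayed above that of unbound genes under each of its alternatives. Overlap and fold relation between the replicates kept their side of the threshold under every alternative run.

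Of the comparisons, 10 values moved, 4 became weaker and 1 reversed, and 66 stayed. With a single replicate, the number of sites ranged from 141 to 251, bound genes from 151 to 275, the mean proportion of TSSs in CpG islands from 0.654 to 0.681, gene families past the threshold from 2 to 4, and 1 cell type list passed it in either case, against 0 with both. The fewer peaks of replicate 2 account for the lower counts of sites and genes without replicate 1. The cell type list was the neuronal one, and its bound genes stayed the same, Elavl3 and Rbfox3, among fewer bound genes in all. For the sites called in both replicates, the numbers were 89 sites, 96 genes and 2 families, as this choice keeps fewer sites. Against protein-coding genes with a TSS in a CpG island, 3 families passed, the share with Inr was 29.8% and the share with a divergent TSS 32.5%, and neither share differed any longer from unbound genes. The share with Inr was also no longer different at a −log10 p of at least 7 (27.5%) or with the A of the motif exactly at the TSS (9.78%), and it reversed with 1 TSS per gene (6.88%). It ranged from 27.3% to 32.3% with a single replicate, and without replicate 1 its 95% Wilson interval (20.4% to 35.6%) included the 23.6% of unbound genes. The cause was not tested for these changes. The exact p of Inr ranged from 0.157 to 0.652 over the alternatives that kept both replicates.

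Bound glutamate receptor genes fell from 1 to a range of 0 to 1 with a single replicate and to 0 for the sites called in both, since the peak at Gria4 was called in replicate 1 alone. Among all named genes and families, the glutamate receptors included, 3 values moved, 7 became weaker, 2 reversed and 63 stayed.

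The depth limits the results at single promoters. At the median, 22 or 20 fragments cover a summit, so that weak binding falls below the threshold, and the absence of a peak does not show the absence of PHF10.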

Differences from the paper's values

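No test in this part was chosen after a result was seen, apart from the 2 alternatives named as such below.

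The paper's share of bound genes with a TATA-box is about 26% in Fig. 4F, read by eye, and the value here was 11.6%. These are unlike measures, since the paper took its elements from a promoter database. Here a fixed motif (TATAWA) was searched for at every annotated TSS of a gene, and no alternative changed the motif itself. None of the alternatives set before the data were examined closed the gap: the shares were 15.6% without replicate 1, 11.9% without replicate 2, 12.2% at a −log10 p of at least 7, 11.7% among genes with a TSS in a CpG island and 17.0% with a window of 50 to 10 bp upstream.

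For bound genes in the lowest bin of the proportion of TSSs in a CpG island, the paper's value is about 13% in Fig. 4E, read by eye, and the value here was 7.55%. Of the alternatives set before the data were examined, the sites called in both replicates (10.4%) and the TSS position alone (10.3%) came within the margin, and the others did not: 7.95% without replicate 1, 8.36% without replicate 2, 7.19% and 7.17% at the stricter p and q thresholds and 26.9% with stricter CpG islands.

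For random genes in the same lowest bin, the paper's value is about 46% in Fig. 4E, read by eye, and the value here was 73.8% of all annotated genes. Of the alternatives set before the data were examined, a random set drawn from protein-coding genes came within the margin (44.5%), and stricter CpG islands (81.8%) and the TSS position alone (75.2%) did not. With protein-coding genes, however, random genes in the highest bin came to 15.9%, against the paper's about 8% in Fig. 4E, read by eye, and 9.87% of all annotated genes, and bound genes in the lowest bin came to 3.99%, farther from the paper's value.

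The paper states that 301 PHF10 sites were found, and 303 were counted here. With the mitochondrial peaks left out, an alternative chosen after seeing the values, the number was 301. The paper gives 265 as the number of promoter sites and also as the number of PHF10-dependent genes. Here 270 sites lay at promoters, and they belonged to 331 genes, of which 276 were protein-coding, so that shares of bound genes are taken over a larger set than the paper's.

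The paper states that the mouse homologs of TrkB, MAP2, BDNF, NREP, EEF1A2 and ELAVL3 carry PHF10D on their promoters. Here 3 of the 6 had a promoter site, and no setting that was run called Ntrk2, Map2 or Bdnf. Figure 4B draws a peak at Ntrk2, and the region that it shows holds 0 peaks in either deposited list.

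Figure 4G lists Efcab2 and Tenm2 among genes with PHF10-dependent promoters, and neither had a site within 200 bp of an annotated TSS. Both sites count as promoter sites with a window of 500 bp, and that of Efcab2 also with the RefSeq TSSs, an alternative chosen after seeing the values.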

Other observations

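The tests of a chance draw and of halved fragments on chromosome X, of the greater depth of replicate 1 and of the shared IgG control were chosen only after the results were seen, and so was the alternative of 1 TSS per gene; the other tests were planned. No biological explanation was tested in this part, since the design has 1 condition.

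No PHF10 site lay on chromosome X. Of 12251 protein-coding genes with a TSS in a CpG island, 334 (2.73%) lie on chromosome X, so that 7.22 of the 265 bound ones would be expected there. The exact hypergeometric chance of 0 is 0.000607 (one-sided), which argues against a chance draw. Reads without a unique alignment are argued against as well, since 96.3% of the 100-bp stretches around CpG-island promoters of chromosome X occur once in the genome, against 99.3% on autosomes. What stays open is the single copy of chromosome X in male mice, a candidate explanation. With the fragments at every summit divided by 2, 51 sites and 37 such genes kept a −log10 p of at least 5 (the width of the peaks was not considered), and the chance of 0 on chromosome X among these was 0.359. A difference in binding or in the expression of genes of chromosome X was not tested.

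Replicate 1 had 251 peaks and replicate 2 had 141, at a relative depth of 1.21 between the PHF10 libraries. When the fragments at the summits of replicate 1 were thinned to 82.8%, the depth of replicate 2, a median of 247 peaks (242 to 250 in 95% of 1000 draws) kept a −log10 p of at least 5. This does not decide the matter, because calls were also limited by width: no peak was narrower than 200 bp, and 33 peaks of replicate 1 and 23 of replicate 2 had exactly this width. The width of a peak at another depth cannot be derived from the lists, so the greater depth of replicate 1 and a difference in the efficiency of the immunoprecipitation cannot be told apart.

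The sites called in 1 replicate only had weaker peaks. In replicate 1 the median −log10 p was 9.06 at the 162 sites called there only and 12.8 at the 89 shared sites, and in replicate 2 it was 8.86 at 52 sites and 12.2 at the shared ones (permutation tests of the means, one-sided, each p = 1e-05, the smallest possible). The sites shared by both replicates had to pass the threshold in each, and the lists give no fragments of the other replicate at a site without a peak there, so weak enrichment near the calling threshold and a difference between the immunoprecipitations cannot be told apart for these sites.

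Fold enrichment was related between the replicates, which were both called against 1 IgG library. Local reads of this shared control are argued against as the source of the relation, since Pearson's r was 0.749 across the 51 shared sites whose fold used the genome-wide background in both replicates. Reads that favour the same promoters in every library, such as those from open chromatin, were not tested.

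The description deposited with the series and the peak names point to cerebellum, while the paper names whole brain and the sample labels name brain. Of 22 cerebellum-restricted genes, 0 had a promoter site, and of 22 forebrain-restricted genes also 0 (expected 0.277 in either list; Fisher's exact test, p = 1 for each). The libraries holding cerebellum only and whole brain therefore cannot be told apart, because the lists are too short for the few bound genes. Zic1, Zic4 and Neurod1, which Figure 4G prints, had promoter sites and were not on the lists. Expression was not used here, so how many genes of each list the brain expresses was not counted.

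Of 4 cell type lists, 0 passed an adjusted p of 0.05 and 1 had an unadjusted p under 0.05. Among 15 neuronal genes, Elavl3 and Rbfox3 were bound (expected 0.189, Fisher's exact test, two-sided, p = 0.0148, adjusted p = 0.0594), and 0 of 10 genes were bound for astrocytes, 0 of 10 for oligodendrocytes and 0 of 8 for microglia and endothelium (p = 1 for each). The neuronal list shares Elavl3 with the mRNA-binding family and with the genes that the paper names. Over the alternatives that kept both replicates, the adjusted p of the neuronal list ranged from 0.0511 to 0.107. With either replicate left out, the bound neuronal genes were again Elavl3 and Rbfox3. Only the total of bound protein-coding genes fell, from 276 to 128 without replicate 1 and 226 without replicate 2.

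Of 20 immediate early genes, Btg2, Dusp1 and Jund were bound (expected 0.251, odds ratio 14.0, Fisher's exact test, two-sided, p = 0.00191, 1 list tested). Against protein-coding genes with a TSS in a CpG island p was 0.00869, and without replicate 2 there were 2 bound genes.

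A divergent TSS within 1000 bp occurred at 89 of the 276 bound protein-coding genes (32.2%) and at 18.1% of unbound ones (odds ratio 2.15, Fisher's exact test, two-sided, p = 1.77e-08). Against unbound genes with a TSS in a CpG island the shares were 32.5% and 27.3% (exact p = 0.0703). With 1 TSS per gene the shares were 25.4% and 14.0% (exact p = 7.62e-07).

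The genes of the PBAF subunits PHF10, BRD7, PBRM1 and ARID2 had no promoter site. The nearest sites lay 10223167 bp from Phf10, 3485994 bp from Brd7, 10935821 bp from Pbrm1 and 320706 bp from Arid2. Of the kinases of the RNA polymerase II C-terminal domain, Cdk12 had a site upstream of its promoter region, called in replicate 2 only with a fold of 6.45.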
